# Disrupting cellular memory to overcome drug resistance

**DOI:** 10.1038/s41467-023-41811-8

**Published:** 2023-11-06

**Authors:** Guillaume Harmange, Raúl A. Reyes Hueros, Dylan L. Schaff, Benjamin Emert, Michael Saint-Antoine, Laura C. Kim, Zijian Niu, Shivani Nellore, Mitchell E. Fane, Gretchen M. Alicea, Ashani T. Weeraratna, M. Celeste Simon, Abhyudai Singh, Sydney M. Shaffer

**Keywords:** Systems analysis, Cancer therapeutic resistance, Gene expression, Melanoma, Population dynamics

## Abstract

Gene expression states persist for varying lengths of time at the single-cell level, a phenomenon known as gene expression memory. When cells switch states, losing memory of their prior state, this transition can occur in the absence of genetic changes. However, we lack robust methods to find regulators of memory or track state switching. Here, we develop a lineage tracing-based technique to quantify memory and identify cells that switch states. Applied to melanoma cells without therapy, we quantify long-lived fluctuations in gene expression that are predictive of later resistance to targeted therapy. We also identify the PI3K and TGF-β pathways as state switching modulators. We propose a pretreatment model, first applying a PI3K inhibitor to modulate gene expression states, then applying targeted therapy, which leads to less resistance than targeted therapy alone. Together, we present a method for finding modulators of gene expression memory and their associated cell fates.

## Abstract (web summary)

Identifying memory and state switching in single cells remains elusive. Here, the authors develop a method, scMemorySeq, by combining cell barcoding and scRNA-seq and apply it to human melanoma cells to track lineages as they switch states between a drug-susceptible state and a state primed for drug resistance.

## Introduction

Gene expression memory describes the length of time that a particular expression state exists in an individual cell or lineage of cells. Gene expression memory can exist over a range of different timescales and is ultimately a quantitative measurement^1,2^. In cancer, an intermediate timescale of memory has been associated with several important phenotypes including, stemness, differentiation^3,4^, metastasis^5^, and drug resistance^2,6–8^. In these examples, the cellular state underlying the phenotype persists through multiple cell divisions, but is ultimately not permanent, and thus amenable to switching states. For cancer therapy resistance, drug-naive melanoma cells can seemingly randomly fluctuate between two states, one which is susceptible to targeted therapy, termed drug-susceptible, and another which would become resistant if the drug is applied, termed primed for drug resistance^9,10^. This finding highlights the ability of clonal cancer cells to transition between different stable phenotypes.

Because drug resistance can emerge from cells that are in a primed gene expression state, one intriguing possibility to prevent resistance is to transform primed cells into drug-susceptible cells. However, we currently do not know the molecular cues that trigger cells to switch between these states. Knowing these cues would make it possible to therapeutically target state-switching pathways to drive cells out of the primed gene expression state and sensitize them to therapy. Such an approach requires deep characterization of the processes underlying state switching, which remains exceedingly difficult with available methods.

Currently, there are limited techniques that can reveal memory and state switching in single cells. Our previous work inferred cellular memory from bulk RNA-seq measurements^2^, but it failed to capture drivers of switching between memory states. On the other hand, single-cell RNA-sequencing (scRNA-seq) can capture the heterogeneity of a population, but it fails to capture the timescales for which different states have been present in individual cells. Several computational and experimental techniques have been developed to resolve time in single cells on short timescales, on the order of hours^11,12^, but few exist for the longer timescales of days to weeks, as needed to track gene expression memory. Recent advances in high-throughput cellular barcoding technologies have made it possible to track cellular lineages across any length of time^13^. Pairing cellular barcoding with scRNA-seq enables us to now match cellular lineages with their transcriptome^8,10,14,15^ and is thus an ideal tool for tracking transcriptional states across lineages to measure cellular memory.

Here, we present a method for measuring memory by combining cell barcoding and scRNA-seq called scMemorySeq. Our experimental design uses a controlled number of cell divisions to capture lineages that have undergone state switching. We apply scMemorySeq to drug-naive human melanoma cells and find two distinct gene expression states, which correspond to drug-susceptible and primed cell populations. Through lineage tracing with cell barcoding, we identify cells that switched between states and determine that the TGF-β and PI3K pathways control state switching. Ultimately, we find that by initially disrupting the primed state through PI3K inhibition and then applying a BRAF inhibitor in combination with a MEK inhibitor (BRAFi/MEKi), we can reduce the frequency of drug resistance. Taken together, we demonstrate the feasibility of molecularly targeting memory and state switching to eliminate gene expression states in cancer that prime cells for undesirable phenotypes.

## Results

We first sought to identify the molecular pathways that underlie cellular memory in drug-susceptible and primed cells in melanoma (Fig. 1A). Based on our previous work, we know that both the drug-susceptible and primed states exist in untreated melanoma cells and that cells can fluctuate between these states^2^. When targeted therapy is applied, cells in the primed state have a higher likelihood of resistance, whereas cells in the drug-susceptible state succumb to the treatment^9^. To identify molecular regulators of switching between these two states, we developed a technique called scMemorySeq that identifies heritable gene expression states and state switching by combining cellular barcoding and scRNA-seq. In our experimental design, the cellular barcodes enable high-throughput tracking of cells over any desired period of time while the scRNA-seq reveals the transcriptional states of every cell. Ultimately, we infer cellular memory by examining the gene expression states of cells within the same lineage. States that have memory over the experimental timescale result in lineages in which all the cells at the end state have the same gene expression state as the initial cell (Fig. 1B). However, when memory is lost over the experimental timescale, then the end state consists of cells with multiple gene expression states, some of which are different from the initial state (Fig. 1B).

**Fig. 1:**
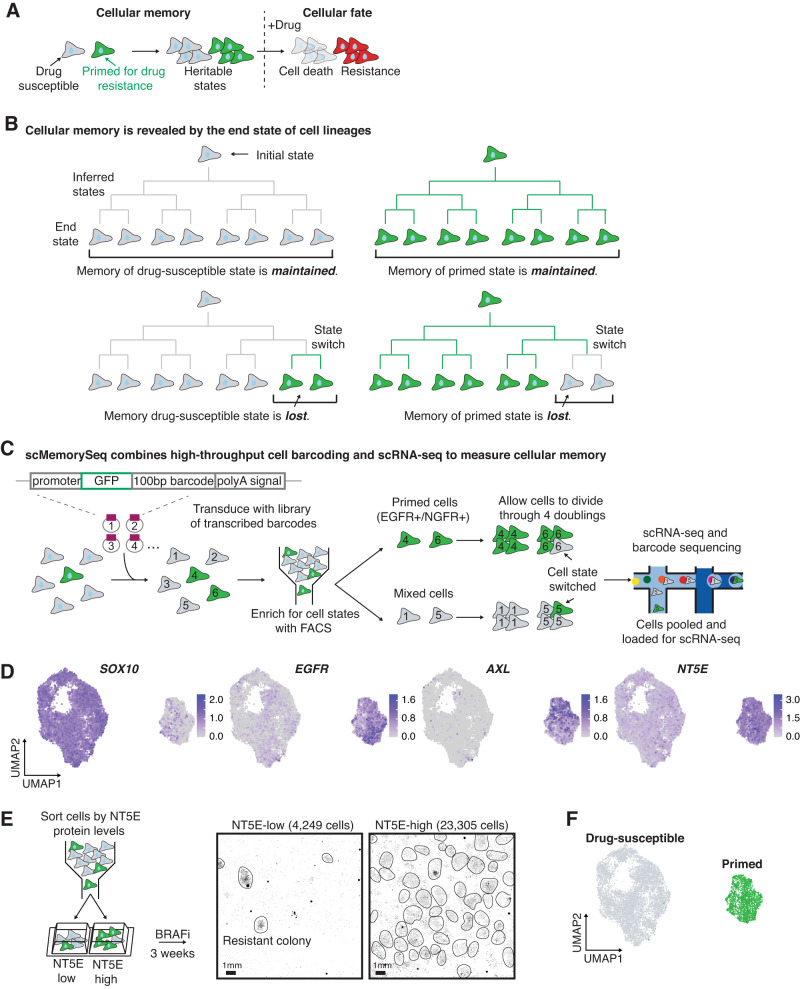
scMemoryseq can reveal when cells change state. **A** Model for how the heritable primed state leads to resistance to targeted therapy. Cells primed for drug resistance (in green) proliferate and pass on their gene expression state through cell division, which demonstrates the concept of gene expression memory. These primed cells survive treatment with BRAFi and MEKi (resistant cells in red) while the drug-susceptible cells (in gray) die. **B** Schematic of lineages that maintain memory compared to those that lose memory. In lineages that maintain memory, the end state of all the cells is the same as the initial state. In lineages where memory is lost, the end state contains a mixture of cell states. **C** Schematic of the experimental design we used to capture the transcriptome and lineage of cells. We transduced melanoma cells (WM989) with a high-complexity library of lentiviral lineage barcodes. We then sorted a sample of primed cells (based on EGFR and NGFR) and a mixed population. This sorting step provides us with the initial state of the cells. We then allowed the cells to undergo approximately four doublings before scRNA-seq and barcode sequencing on the cells. **D** UMAP plots showing the log_10_ normalized gene expression of the drug-susceptible cell marker *SOX10*, and the primed cell markers *EGFR*, *AXL*, and *NT5E*. **E** Diagram of the experimental design and images showing the fixed NT5E-low and NT5E-high cells stained with DAPI after 3 weeks in targeted therapy. Each black dot is the nucleus of a drug-resistant cell, and drug-resistant colonies are circled in black, *n* = 3 biological replicates. **F** UMAP plot showing drug-susceptible cells (in gray) and primed cells (in green).

We applied scMemorySeq to BRAF V600E mutated WM989 melanoma cells containing the drug-susceptible and primed states^2,9,10^. We transduced drug-naive cells with a high-complexity viral barcode library consisting of a transcribed 100 base pair semi-random barcode sequence in the 3’ UTR of GFP^10^ (Fig. 1C). To determine the initial state of cells, we sorted the primed cells using known primed cell markers (EGFR and NGFR) and also sorted a mixed control. 

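The first experiment profiled WM989, a melanoma cell line, by droplet scRNA-seq with 10x 3′ V3 chemistry, and the values come from the authors' table of UMI counts. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger on the hg38 genome and aggregated the libraries without depth normalization. Before deposit they removed cells with few genes, likely doublets with many genes, and cells with a high percent of mitochondrial reads. No further cells were removed for the present values, and no doublet caller was run. The table holds 12531 cells and 33538 genes from 8 wells, with 4 wells in replicate r1 and 4 in replicate r2. The cell labels give the well and the replicate but not the sort, so no value is given by sort. A well held between 408 and 3841 cells (median 1649.5). Total counts lay between 35882876 and 177318308 UMIs per well (median 98849011), and the median per cell lay between 45287 and 111820 UMIs. Each cell's state was taken from the authors' metadata, in which Louvain clusters 2, 8 and 9 are the primed state and the 8 other clusters the drug-susceptible state. Counts were summed over the cells of each state and scaled to the same total in each state to give CPM, the usual depth-corrected unit of counts. Cells are not replicates and the sort of each well is not known, so no test was made, and ratios within r1 and within r2 stand in for one. Intervals are 95% intervals, exact Poisson for CPM and exact Clopper-Pearson for percents of cells, and cover counting error only. The states were called from these same counts, so part of any difference between them in a marker gene is built in.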

Because the primed state is rare, representing ~2% of the population, the mixed sample predominantly consists of drug-susceptible cells. We then allowed the cells to expand through roughly 4 doublings (12–14 days). Over this time, we expect that most cells will maintain the memory of their initial gene expression state, but that a subset of cells will lose the memory of their initial state, thereby capturing state-switching events. At the endpoint, we harvested these cells for scRNA-seq and performed a PCR side reaction to specifically amplify the lineage barcodes from each cell.

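The authors' metadata class 2843 cells as primed and 9688 as drug-susceptible. The primed share was 22.7% (95% interval 22.0 to 23.4%) over all wells. Counting only cells with a lineage barcode moved it the most among the alternatives, to 23.1%. By well the share lay between 6.85% (well 4) and 79.7% (well 5). Cells sorted for high EGFR and NGFR were among those profiled, so the pooled share is not that of unsorted WM989 cells. Of 6316 genes with at least 20 CPM in either state, 654 had a CPM ratio of primed to drug-susceptible cells above 2, and 414 had a ratio below 0.5. Over r1 and r2 together the largest ratio was that of ALOX5AP, with 22.1 CPM in primed and 0.0394 CPM in drug-susceptible cells. This ratio was 562 (809 in r1 and 338 in r2). The next largest ratios were 506 for IL1B, 349 for SIRPB1, 323 for WISP1 and 309 for CYTIP. IL1B had a ratio of 1247 in r1, above that of ALOX5AP, and 212 in r2. In the other direction, RLBP1 had 1.07 CPM in primed and 51.1 CPM in drug-susceptible cells. The ratio of drug-susceptible to primed CPM was 47.6 for RLBP1, 44.8 for GJB1, 34.0 for BFSP2, 32.3 for PMEL and 30.8 for LINC01531. All 10 of these genes differed in the same direction in r1 and r2.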

We profiled a total of 12,531 melanoma cells (7581 cells with barcodes) and found two major transcriptionally distinct populations (Fig. 1D, Supplementary Fig. 1A, C). One of these populations expressed genes associated with the primed state, including *EGFR* and *AXL*^2,9,10^, and the majority of the sorted NGFR and EGFR-high cells were included in this cluster (Fig. 1D, Supplementary Fig. 1B). 

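EGFR, on chromosome 7 of hg38 from 55019017 to 55211628, had 48.1 CPM in primed cells (47.1 to 49.1) and 3.37 CPM in drug-susceptible cells. The ratio was 14.3, with 12.5 in r1 and 17.7 in r2. AXL, on chromosome 19 from 41219223 to 41261766, had 42.3 CPM (41.4 to 43.2) and 0.469 CPM in the same order, a ratio of 90.1. Its ratio was 143 in r1 and 64.2 in r2, so the replicates differed in the size of the difference and not in its direction. At least 1 EGFR UMI was found in 78.2% of primed cells and in 14.5% of drug-susceptible cells, which had median depths of 58253 and 52835 UMIs. For AXL these shares were 63.0% and 1.87%. With every cell thinned to 10000 UMIs, the EGFR shares were 34.3% and 3.11% and the AXL shares 25.4% and 0.409%. No label used names the sort of a well and sorts were not inferred from the values, so the share of sorted cells in the primed clusters is not given. Since part of the cells had been sorted for high EGFR, the EGFR values can differ from those of unsorted primed cells.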

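SOX10 and MITF are transcription factors of melanocyte identity. SOX10, on chromosome 22 of hg38 from 37970686 to 37987422, had 130 CPM in drug-susceptible cells and 7.09 CPM (6.72 to 7.48) in primed cells. The ratio of drug-susceptible to primed CPM was 18.3 (13.9 in r1 and 26.9 in r2). MITF, on chromosome 3 from 69739456 to 69968336, had 313 CPM in drug-susceptible cells and 45.7 CPM (44.7 to 46.6) in primed cells. Its ratio in the same direction was 6.86 (6.15 in r1 and 7.93 in r2). A SOX10 UMI was found in 98.2% of drug-susceptible and 17.2% of primed cells, and after thinning to the common depth in 70.3% and 5.24%. For MITF the shares were 99.5% and 78.5% before and 88.9% and 32.9% after thinning.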

The other population showed higher expression of genes associated with the drug-susceptible state, including *SOX10* and *MITF* (Fig. 1D, Supplementary Fig. 1D). 

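The counts were also clustered anew without the authors' labels. Log-normalized counts of 2000 variable genes were reduced to 30 principal components, and Louvain clusters were called on a graph of 20 nearest neighbours at resolution 0.5. This gave 9 clusters, each named from a list of marker genes fixed in advance. In these clusters 2837 cells were primed. The recomputed state was the same as the authors' for 12507 of 12531 cells, or 99.8%.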

The distinction between these two states is robust and seen in high dimensional space by Louvain clustering and by multiple dimensionality reduction methods (Supplementary Fig. 1A, C, E–H).

Within the cluster of suspected primed state cells, we observed significant heterogeneity in previously described primed state marker genes, including *EGFR*, *AXL*, and *NGFR*, with each gene expressed by some of the cells in the cluster, but not all of the cells (Fig. 1D, Supplementary Fig. 1D). Furthermore, in a separate experiment, we profiled the chromatin accessibility of EGFR and NGFR-high cells and found epigenetic differences between these populations further confirming that there is additional heterogeneity within the primed state (Supplementary Fig. 1I). This observation suggests that the individual primed cell markers from previous work^9^ only captured a subset of primed cells. 

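NGFR, on chromosome 17 of hg38 from 49495293 to 49515008, had 30.1 CPM in primed cells (29.3 to 30.8) and between 1.01 and 1.19 CPM (the interval) in drug-susceptible cells, a ratio of 27.4. Its ratio differed between the replicates, with 70.1 in r1 and 14.3 in r2. An NGFR UMI was found in 44.5% of primed cells and in 2.46% of drug-susceptible cells, and after thinning in 18.1% and 0.756%. Of the primed cells, 26.0% had a UMI of all 3 genes EGFR, AXL and NGFR, 40.2% of 2 of them, 27.1% of 1 and 6.65% of none. The share with all 3 genes was 18.4% in r1 and 37.3% in r2, where primed cells had median depths of 50467 and 82315 UMIs. Part of the cells had been sorted for high EGFR and NGFR. The EGFR and NGFR shares and ratios can therefore differ from those of unsorted primed cells. Of the drug-susceptible cells, 82.5% had a UMI of none of the 3 genes and 0.0619% of all 3. A cell without a UMI of a gene can still express it at this depth, so the shares describe detection.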

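In the separate chromatin accessibility experiment, WM989 cells were sorted into EGFR-high, NGFR-high, EGFR/NGFR-high and marker-negative populations and profiled by ATAC-seq, with 3 libraries per sort. The fourth population is negative for both markers in the paper's methods and is labelled Mix in the sample labels, and both names refer to the same 3 libraries. The authors aligned the reads to hg38 with bowtie2, processed them with samtools and picard and called peaks in each library on its own with MACS2. The peak lists give each peak's position, its fold enrichment over background and the −log10 of its q-value, and read counts were not analysed here. Peak numbers ranged from 216450 to 245019 per EGFR-high library (median 217757) and from 241836 to 255764 per NGFR-high library (median 242665). EGFR/NGFR-high libraries had 226349 to 271153 peaks (median 250547) and marker-negative libraries 213412 to 227576 (median 227296). These numbers, and the rankings of peaks below, count list entries, and a list can hold an interval more than once. Distinct intervals numbered 149008 to 166985 per EGFR-high library and 159891 to 171428 per NGFR-high library. They numbered 162436 to 180941 per EGFR/NGFR-high and 148575 to 165656 per marker-negative library. Repeats were dropped before lists were compared. Pairs of peak lists were compared by the Jaccard index, the base pairs covered in both lists divided by those covered in either. Consensus regions were merged peaks found in at least 3 of the 12 libraries, with an overlap of at least 1 bp.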

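The mean Jaccard index was 0.715 for pairs of libraries from the same sort and 0.690 for pairs from different sorts. The difference of 0.0249 was reached by 9 of all splits of the 12 libraries into 4 groups of 3, the real one included (one-sided exact permutation test, p = 0.000584). Leaving out replicate 1 moved it the most, to 0.0173. Between EGFR-high and NGFR-high libraries alone the mean index was 0.698, against 0.716 within these sorts. Between EGFR/NGFR-high and NGFR-high libraries it was 0.718, above the 0.709 within the EGFR/NGFR-high sort and the 0.707 within the EGFR-high sort. Only 10 splits exist for 3 libraries against 3, and the exact permutation p of 0.1 is the smallest they allow. Of 151823 consensus regions, 559 had a peak in all 3 EGFR-high libraries and in no NGFR-high library, and 2656 the reverse. With only the 50000 highest-ranked peaks of each library, these counts were 233 and 390. The peak at the EGFR transcription start had a fold enrichment of 14.3 ± 0.187 (SD, n = 3) in EGFR-high libraries and 8.74 ± 1.46 (SD, n = 3) in NGFR-high libraries. At the NGFR start the values were 8.41 ± 2.21 (SD, n = 3) in EGFR-high and 15.1 ± 1.42 (SD, n = 3) in NGFR-high libraries. Both differences gave an exact two-sided permutation p of 0.1, again the smallest possible. At the NT5E start the enrichment was 36.2 in EGFR-high and 51.6 in NGFR-high libraries, and at the MITF start 266 and 272. A peak at the annotated AXL start was called in 1 of the 12 libraries and at the annotated SOX10 start in 0, although cells can use another start. From the differences between EGFR-high and NGFR-high cells, the paper concludes that there is additional heterogeneity within the primed state.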

We identified a different marker, *NT5E*, that encapsulated the entire cluster containing the primed state population (Fig. 1D). 

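NT5E, on chromosome 6 of hg38 from 85449584 to 85495791, had 195 CPM in primed cells (193 to 197) and 24.4 CPM in drug-susceptible cells. The ratio was 8.01, with 7.25 in r1 and 8.00 in r2. An NT5E UMI was found in 97.1% of primed cells (96.4 to 97.7%) and in 59.6% of drug-susceptible cells. With every cell thinned to the same depth as before, the shares were 76.4% and 19.7%. Among the 189 primed cells with no UMI of EGFR, AXL or NGFR, 93.1% had a UMI of NT5E. Among the 7992 drug-susceptible cells with none of these 3 genes, the share was 58.8%.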

To determine if *NT5E* is an effective marker of primed cells, we stained WM989 cells with NT5E antibody and sorted the top 2% of cells. We applied the targeted BRAF inhibitor, vemurafenib, and found that the NT5E-high samples had 5.5-fold more resistant cells compared to NT5E-low cells (Fig. 1E, Supplementary Fig. 2A, B). Thus, we demonstrated that the marker gene *NT5E* captures the entire cluster of transcriptionally similar cells and that these cells are indeed more likely to be resistant to targeted therapy. We also found that primed cells have similarities to previously published gene expression states associated with drug resistance in melanoma (Supplementary Fig. 2C)^16–24^. Therefore, we concluded that cells in the *NT5E*-high cluster are in a gene expression state that primes them for drug resistance, while cells in the other cluster are in a drug-susceptible gene expression state (Fig. 1F).

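Within the primed state NT5E was at 190.0 CPM in cluster 2 (1588 cells), 167 CPM in cluster 8 (633 cells) and 226 CPM in cluster 9 (622 cells). In the 8 drug-susceptible clusters it lay between 19.2 CPM in cluster 5 and 28.1 CPM in cluster 3. The share of cells with an NT5E UMI was 94.8% in cluster 8, the lowest of the primed clusters, and 66.1% in cluster 1, the highest of the drug-susceptible clusters. Cluster 8 was also the shallowest primed cluster, with a median of 38061 UMIs per cell against 57481 in cluster 1. The drug treatment of sorted cells is not analysed here. From the expression of NT5E across the cluster and the greater resistance of sorted NT5E-high cells, the paper concludes that cells in the NT5E-high cluster are primed for drug resistance and that the other cluster is drug-susceptible.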

With a defined gene expression state for primed cells, we next assessed the generalizability of the primed state in tumor models and patient samples. We used RNA FISH HCRv3.0 on tumor samples derived from WM989 cells grown in NOD/SCID mice^6,25^. We used probes for *NT5E* and *SOX10* on tumor sections and quantified expression across 5,600 cells. We found rare cells expressing high levels of *NT5E* mRNA scattered throughout the tissue (Fig. 2A, additional images in Supplementary Fig. 3A). *SOX10* showed diffuse expression across the tissue, but many of the *NT5E*-high cells did not have *SOX10* expression, as predicted by the scRNA-seq. Altogether these *NT5E*-high/*SOX10*-low cells demonstrate that the primed state exists both in vitro and in vivo (and is not an artifact of cell culture conditions). We also performed scRNA-seq on a different melanoma cell line, WM983B, and found a subpopulation of cells with a large number of primed state markers, including *NT5E* (Fig. 2B, C). 

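WM983B cells were profiled in 1 library with 10x chemistry. The authors made the UMI counts as for WM989 and filtered cells on the same measures, with other limits. Cells kept here had at least 7001 genes and at most 20.0% mitochondrial reads, against 4001 and 30.0% in the first experiment. The library holds 1449 cells, 36601 genes and 102738398 UMIs, with a median of 66668 UMIs per cell. With 1 library there is no replicate, so no test was made. The authors' metadata class 731 cells as primed (clusters 0 and 2) and 718 as drug-susceptible (clusters 1 and 3), with median depths of 63758 and 72187.5 UMIs. NT5E had 85.6 CPM in primed (83.0 to 88.2) and 40.9 CPM in drug-susceptible cells (39.2 to 42.7), a ratio of 2.09. AXL had 76.2 and 24.2 CPM, a ratio of 3.15, and NGFR 56.1 and 12.3 CPM, a ratio of 4.56. The drug-susceptible clusters differed, since cluster 3 (90 cells) had 72.1 CPM of NT5E and 53.2 CPM of AXL and cluster 1 (628 cells) 35.9 and 19.5 CPM. AXL in primed cluster 2 was at 45.6 CPM, below cluster 3. EGFR was low in both classes, at 3.13 CPM (2.66 to 3.67) and 2.21 CPM (1.83 to 2.64). MITF had 197 CPM in primed and 392 CPM in drug-susceptible cells, while SOX10 had 192 and 208 CPM. An NT5E UMI was found in 96.3% of primed and 85.8% of drug-susceptible cells, and after thinning to 30000 UMIs in 84.8% and 63.2%. A rank-based score after UCell was computed from the genes higher in WM989 primed cells (Supplementary Data 2), of which 773 are in the table. Its mean was 0.236 ± 0.0218 (SD over 731 cells) in primed and 0.205 ± 0.0157 (SD over 718 cells) in drug-susceptible cells, a difference of 0.0316. The paper describes the primed subpopulation by its primed markers, so part of this difference can be built in. The difference fell most, to 0.00566, when cells were clustered anew at a resolution of 1 and named from the markers. This gave 433 primed cells. A cluster of 349 cells was named drug-susceptible there, although its mean z-score was 0.884 for primed and 0.00833 for drug-susceptible markers. Clusters with primed-marker means of 0.403 and 0.332 were named primed, so the fall can depend on this naming. The new clusters at resolution 1 gave the authors' state for only 789 of the 1449 cells. Clusters at resolution 0.5, with 114 primed cells, gave it for 638. The authors' own EMT score was 0.158 and 0.137 in the 2 classes, and their TGF-β signaling score 0.117 and 0.0989.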

To establish whether the primed states exist in patient tumors, we analyzed scRNA-seq data^26–28^, which included 7 samples directly from human tumors and found that 5 of them had a subpopulation of cells with high expression of genes associated with the primed state (Fig. 2D, E, Supplementary Fig. 3B). Furthermore, a previous analysis of data from the cancer genome atlas showed that the presence of *MITF-low/AXL-high* cells (as also seen in our primed cell state) in drug-naive patient tumors was predictive of a shorter progression-free survival rate^29^. Together, these data demonstrate the generalizability of the primed cell state and suggest that it might be predictive of response to BRAFi/MEKi.

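In WM983B, 526 of the 612 genes that are higher in WM989 primed cells and detected at the required level had a higher CPM in primed than in drug-susceptible cells. Their median log2 ratio was 0.25, against a range of -0.01 to 0.03 over 10000 random gene lists matched on mean expression. Of the 713 genes lower in WM989 primed cells, 614 were lower in WM983B primed cells, with a median log2 ratio of -0.18. The class is the authors' own, and the paper describes this subpopulation by its primed state markers. Part of both tallies can therefore be built in, and the random lists do not remove that. Ranked without the lists from WM989, 89 of 6856 genes had a ratio above 2 and 47 a ratio below 0.5. CCL5 led with 77.2 CPM in primed and 8.24 CPM in drug-susceptible cells, a ratio of 9.37. INHBA (7.22), OASL (6.83), IFIT2 (6.20) and CCL2 (5.63) had the next largest ratios of CPM. MLANA had the largest ratio in the other direction (24.9), with 2.40 CPM in primed and 59.8 CPM in drug-susceptible cells. The mouse and patient tumors are not analysed here. From these samples and an earlier analysis of tumor data by others, the paper concludes that the primed state is generalizable and proposes that it might predict the response to therapy.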

**Fig. 2:**
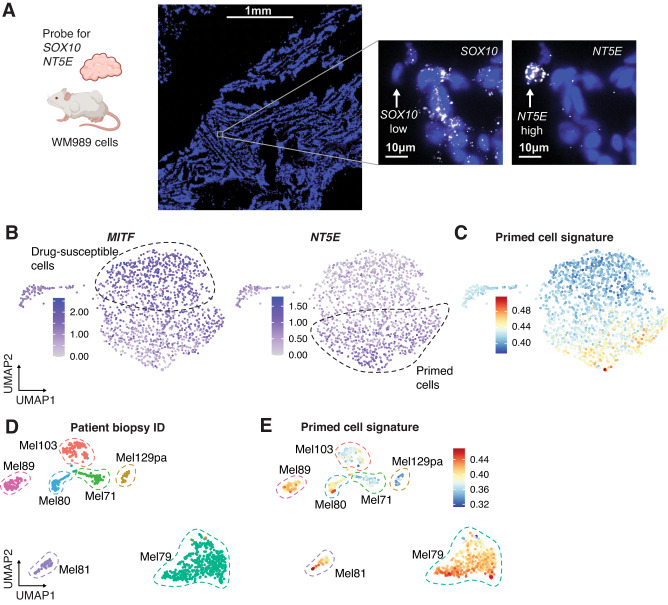
Mouse models and patient samples contain cells  expressing primed cell signatures. **A** HCR RNA FISH of *NT5E* and *SOX10* in a mouse PDX drug-naive tumor. Nuclei are shown in blue, and RNA for each respective probe is in white. The white arrow points to an example *SOX10*-low *NT5E*-high cell. The leftmost image is a large scan of the tissue section and the scale bar corresponds to 1 mm. The two images to the right are zoomed in on an example cell where the scale bar corresponds to 10 µm, *n* = 3 slides from one PDX tumor. Cartoon created with Biorender.com. **B** scRNA-seq on WM983B melanoma cell line. UMAP plots show the log_10_ normalized expression of *MITF* and *NT5E* in each cell. **C** UMAP showing WM983B scRNA-seq with each cell colored by the primed gene set signature derived from WM989 cells. **D** Analysis of scRNA-seq of melanoma patient biopsies from^26, 27^. The UMAP shows the different biopsies taken from each patient in different colors. **E** UMAP of patient scRNA-seq from (**D**) showing the primed cell gene set signature score. Within each biopsy, some cells have variable expression of genes associated with the primed state.

To determine how cell states change over time, we turned to our barcoding data to track lineages. Using the drug-susceptible and primed state clusters from UMAP, we classified each lineage into one of four categories (Fig. 3A, B): (1) Drug-susceptible lineage (containing only drug-susceptible cells), (2) Primed lineage (containing only primed cells), (3) Switching from drug-susceptible to the primed state (initial state is drug-susceptible and lineage contains drug-susceptible and primed cells), or (4) Switching from primed to drug-susceptible state (initial state is primed and lineage contains drug-susceptible and primed cells). While we observe many lineages that contain cells from both states (3 and 4), it is possible that a subset of cells have a higher propensity for state switching and generate these mixed state lineages. Across the classes of lineages, we found that lineage sizes were largest for drug-susceptible lineages and smallest for primed lineages, which is consistent with scRNA-seq predictions that primed state cells divide slower than drug-susceptible cells (Fig. 3A, Supplementary Fig. 3C). 

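Lineage sizes are not analysed here, since the cell labels used give barcode counts but no lineage name. The authors' cell cycle calls placed 73.7% of primed cells (72.0 to 75.3%) and 25.5% of drug-susceptible cells (24.7 to 26.4%) in G1. The shares in G1 were 76.2% and 28.9% in r1 and 70.0% and 20.3% in r2. In S phase were 10.7% of primed and 44.4% of drug-susceptible cells, and in G2M 15.6% and 30.1%. Primed cluster 9 differed from the other primed clusters, with 11.4% of its cells in G1 and 62.9% in G2M. Phase calls rest on transcript levels, and the share of free RNA in them is open.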

Given the high memory observed in both the drug-susceptible and primed states, we compared the differentially expressed genes between these states captured by scMemorySeq to bulk measurements of gene expression memory performed in the same cell line from Shaffer et al.^2^. We observed a strong correlation between the two methods on a per-gene basis (Supplementary Fig. 3D).

**Fig. 3:**
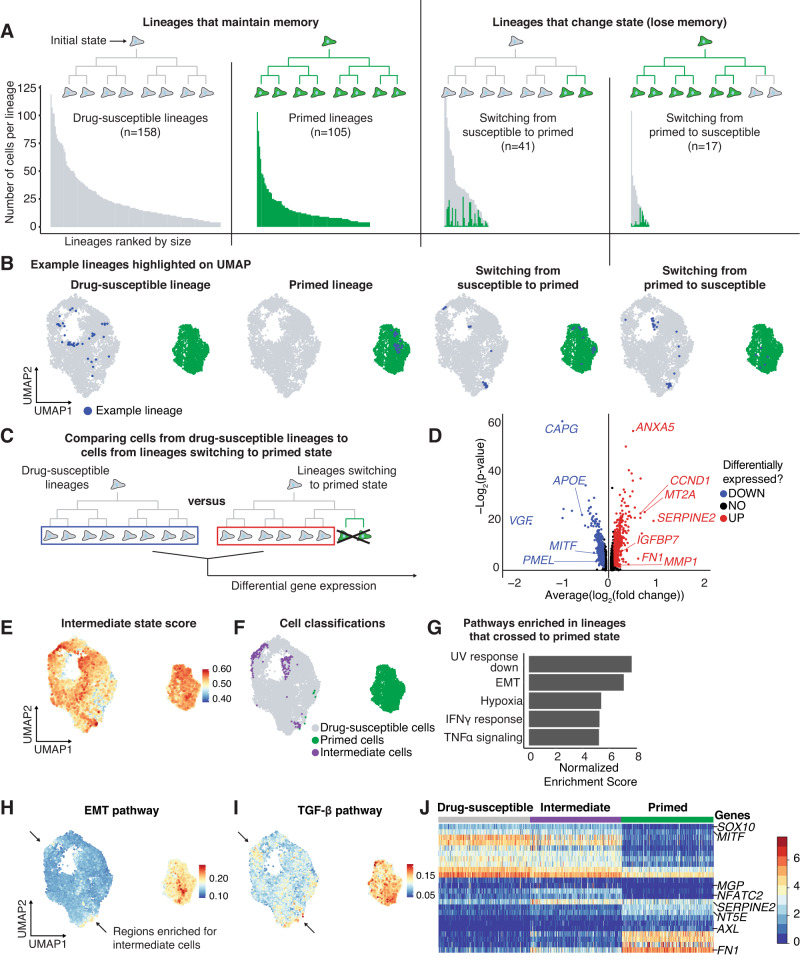
An EMT-like state is activated early in the transition to the primed cell state. **A** Bar graphs showing the size of each lineage organized based upon classification as drug-susceptible, primed, switching from drug-susceptible to primed, or switching from primed to drug-susceptible. Each bar represents an individual lineage, and the color of the bar indicates the state of the cell (green is primed and gray is drug-susceptible). In lineages that change state, the number of cells in each state is reflected by the colors in the bar. **B** UMAP plots showing an example lineage from each type of lineage in the data. The cells from the example lineage are highlighted in blue. **C** Schematic showing which cells from the drug-susceptible lineages (blue rectangle) and which cells from lineages switching from the drug-susceptible state to the primed state (red rectangle) were used to identify differentially expressed genes in transitioning cells. **D** Volcano plot representing the differential expression analysis outlined in (**C**). Red points represent genes upregulated in crossing lineages and blue points represent genes downregulated in crossing lineages. Wilcoxon rank sum test. **E** UMAP plot showing the gene set signature score of the upregulated genes in panel D (high score represents high expression of the gene set). **F** UMAP plot labeling the top 2% drug-susceptible cells expressing the crossing lineage gene set. We classify these cells as Intermediate state cells, and these cells are labeled in purple. **G** Bar graphs of the normalized enrichment score of the top 5 gene sets enriched in the crossing lineage gene set. **H** UMAP plot showing which cells have a high EMT pathway gene set signature score. Arrows point to drug-susceptible cells with high EMT scores. **I** UMAP plot showing which cells have high TGF-β signaling pathway gene set signature score. Arrows point to drug-susceptible cells with high TGF-β signaling scores. **J** Heatmap of the log_10_ normalized and scaled gene expression of cells in the drug-susceptible, intermediate, and primed state. The genes shown are the top differentially expressed genes between the primed and drug-susceptible states as well as select genes upregulated in the intermediate state.

To derive the rates of proliferation and state switching from the paired scRNAseq and barcoding data, we used a stochastic two-state model (Supplementary Methods 1). Using the model, we estimate that primed cells proliferate at approximately half the rate of drug-susceptible cells on average. We also estimate that drug-susceptible cells switch to the primed state once every 135–233 cell divisions, while primed cells are estimated to switch to the drug-susceptible state once every 5–8 cell divisions. The large difference in switching rates is due to the rarity of the primed cell state, which must have a faster switching rate to maintain a constant proportion of primed cells at steady state. Thus, at the single-cell level, the drug-susceptible state is significantly more stable than the primed state.

After classifying the lineages based on whether they switch between states, we next wondered if there are transcriptional differences between lineages that undergo state switching and those that do not. We hypothesized that these differences might exist if there is an intermediate transcriptional state when cells switch between drug-susceptible and primed states. To uncover such a state, we compared the drug-susceptible cells from lineages that contain only drug-susceptible cells to those in lineages that switch from drug-susceptible to the primed state (Fig. 3C). Importantly, to uncover the intermediate state from this comparison requires the assumption that the intermediate state would demonstrate memory through cell division (Supplementary Fig. 3E). Consistent with the presence of such an intermediate state, we found 575 genes differentially expressed between these types of lineages (based upon a differential gene expression analysis with a cutoff of 0.05 Bonferroni adjusted p-value and 0.25 log fold change cutoff) (Fig. 3D, Supplementary Data 1). We then used this gene list to develop an intermediate state score, applied this score to all cells in the data set, and then projected them into UMAP space (Fig. 3E). We identified two primary regions within the drug-susceptible cluster that are enriched for cells in this intermediate expression state. We set a threshold on this score and classified the high-scoring cells as intermediate state cells (Fig. 3F). These rare intermediate state cells are confidently identified using lineage information, but are difficult to accurately identify from the scRNAseq alone (Supplementary Fig. 1G).

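Drug-susceptible cells were scored with the 536 genes of Supplementary Data 1 that have an adjusted p under 0.05 and a positive log2 fold change, using the UCell rank score over the top 1500 ranks. As in Fig. 3F, the top 2% of drug-susceptible cells were called intermediate, which gave 194 of 9688 cells at a score threshold of 0.370. All 194 cells came from replicate r2 and 0 of the 5886 drug-susceptible cells of r1 were called, which allows a share of up to 0.0510% in r1. The median score of drug-susceptible cells was 0.257 in r1 and 0.323 in r2. The scores were made from counts that were not integrated across replicates, and the authors' step for batch effects can differ. With the top 2% taken within each replicate, a setting chosen after seeing the data, 118 cells of r1 and 76 of r2 were called. The score has no gap at the threshold, with 122 drug-susceptible cells within 0.005 of it, 52 of them called. Of the primed cells, 129 or 4.54% also lay above it. Intermediate cells were shallower than other drug-susceptible cells, with median depths of 44410 and 53044.5 UMIs.

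**Figure D1:**
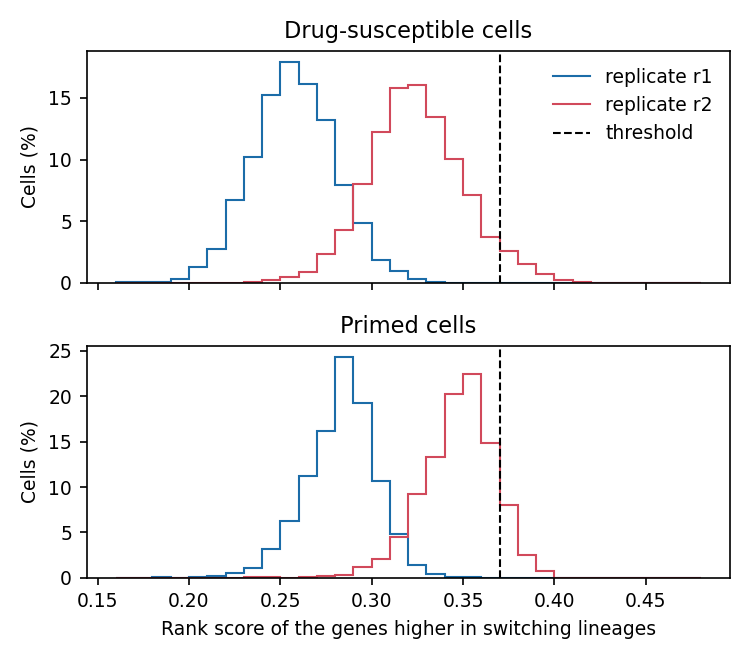
Score of the genes higher in switching lineages (horizontal axis) against the percent of cells of each replicate and state. The distributions of r2 lie to the right of those of r1 in both states, and the line marks the threshold of 0.370.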

We next wanted to know what pathways are activated in the intermediate state. We first used gene set enrichment analysis on the gene list from the intermediate state (Fig. 3D). The top pathways included UV response down, epithelial-to-mesenchymal transition (EMT), and response to hypoxia (Fig. 3G). We examined the activity of these different pathways in UMAP space and noted that the EMT pathway score localized in the same regions of the UMAP as the intermediate state cells (Fig. 3H). We focused on EMT as multiple lines of evidence in melanoma suggest that an EMT-like gene expression state is associated with resistance to BRAFi/MEKi^16,30–33^. Another enriched pathway in our analysis was TGF-β signaling, which also showed enrichment in the same region of the UMAP as the intermediate state cells (Fig. 3I) and is associated with resistance in the literature^20,32^. Furthermore, both the EMT and TGF-β pathways were enriched in the primed state beyond the levels in intermediate state cells, suggesting that these are early changes as cells switch from drug-susceptible to the primed state (Fig. 3H, I). We also observed that these intermediate state cells maintain expression of many genes associated with the drug-susceptible state, including melanocyte identity genes *SOX10*, and *MITF*, but have already begun to upregulate some of the important primed state marker genes including *FN1* and *SERPINE2* (Fig. 3J). 

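FN1, on chromosome 2 of hg38 from 215360440 to 215436073, had 424 CPM in intermediate cells (411 to 438) and 93.3 CPM in other drug-susceptible cells. Since the called cells are the upper end of a continuous score, medians over cells are also given, and these were 142, 31.4 and 3195 CPM in intermediate, other drug-susceptible and primed cells. Within r2 alone the FN1 ratio of intermediate to other drug-susceptible cells was 3.42. With cells called within each replicate, it was 6.33 in r1 and 5.56 in r2. SERPINE2, on chromosome 2 from 223975045 to 224039318, was left out of the score when its own values were computed. It had 811 CPM in intermediate and 162 CPM in other drug-susceptible cells, with medians over cells of 359 and 106 CPM. The ratio for SERPINE2 was 3.90 within r2, and 3.56 in r1 and 5.39 in r2 when cells were called within each replicate. SOX10 was at 122 CPM in intermediate cells (115 to 129) and 129.7 CPM in other drug-susceptible cells (128.8 to 130.7), with medians of 109.6 and 122.1 CPM. Its ratio of 0.939 changed direction, to 1.02, with the top 5% of cells called. MITF was at 228 and 315 CPM, a ratio of 0.725, and with cells called within each replicate its ratio was 1.04 in r1 and 0.536 in r2. The median of primed cells was 0 CPM for SOX10 and 31.4 CPM for MITF.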

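NFATC2, on chromosome 20 of hg38 from 51386957 to 51562831, was left out of the score for its own values. It had 79.7 CPM in intermediate cells (74.0 to 85.8), 35.4 CPM in other drug-susceptible cells and 3.46 CPM in primed cells. Its median over cells was 68.6, 22.5 and 0 CPM in the same order. An NFATC2 UMI was found in 91.2% of intermediate, 67.5% of other drug-susceptible and 11.2% of primed cells. The ratio of intermediate to other drug-susceptible cells was 2.35 within r2, and with cells called within each replicate 2.41 in r1 and 2.68 in r2. MGP, on chromosome 12 from 14880864 to 14885857, had 203 CPM in intermediate cells (193 to 212), 17.0 CPM in other drug-susceptible cells and 1.48 CPM in primed cells. A minority of cells carried this difference, since the median over cells was 0 CPM in all 3 groups. An MGP UMI was found in 36.1% of intermediate, 20.4% of other drug-susceptible and 3.52% of primed cells. When cells were called within each replicate, the MGP ratio was 5.33 in r1 and 34.2 in r2.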

A few genes were uniquely expressed only in the intermediate state cells, including *NFATC2*, and *MGP*. Intriguingly, *NFATC2* was previously found to be a regulator of *MITF* and melanoma dedifferentiation^34,35^. Together, these data suggest that the intermediate state represents the initiation of an EMT-like process as cells switch states.

Given the role of TGF-β as a potent inducer of EMT and the enrichment of the TGF-β pathway in the intermediate state, we hypothesized that applying TGFB1 to drug-susceptible cells would induce the primed state (Fig. 4A)^36^. In addition, we observed that TGFB1 and its receptor are highly upregulated in primed state cells, suggesting that these cells can activate TGF-β signaling through autocrine or paracrine mechanisms (Supplementary Fig. 3F). 

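In primed cells of the barcoding experiment TGFB1, on chromosome 19 of hg38 from 41301587 to 41353922, had 124 CPM, against 20.5 CPM in drug-susceptible cells. The ratio was 6.07 over all wells, 6.58 in r1 and 6.60 in r2. The receptor gene TGFBR1, on chromosome 9 from 99104038 to 99154192, had 174 CPM in primed and 26.1 CPM in drug-susceptible cells. Its ratio was 6.64 in r1 and 6.17 in r2. TGFBR2, on chromosome 3 from 30606601 to 30694142, was lower in both states, at 27.5 and 4.21 CPM, with ratios of 7.25 in r1 and 5.51 in r2.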

To test the hypothesis that TGFB1 induces the primed state, we treated melanoma cell lines, including WM989 and WM983B, with recombinant TGFB1 for 5 days and then performed flow cytometry for primed cell marker gene NT5E (Fig. 4B). We found that treatment with TGFB1 increased the percentage of cells in the primed state in WM989 from 1.98 to 19.15% and in WM983B from 10.04% to 81.56% (Fig. 4C, D, Supplementary Fig. 4C, D). These findings are in agreement with the literature showing that TGF-β signaling can induce a dedifferentiation state in melanoma^20,37^. The dedifferentiated state is similar to our primed state, as these cells are also characterized by their decreased expression of melanocyte transcription factors *SOX10* and *MITF*^20,26,37,38^.

**Fig. 4:**
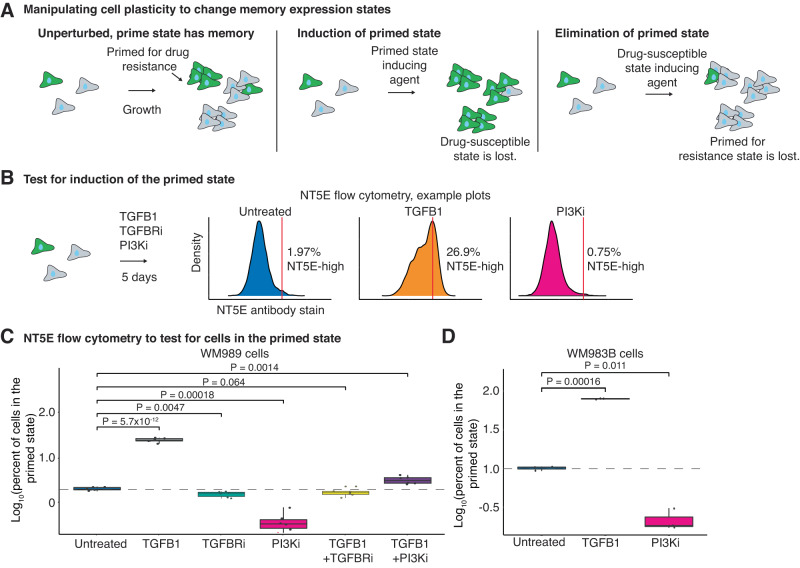
TGFB1 and PI3K inhibition can modulate the number of primed cells in the population. **A** Schematic showing the expected number of primed cells over time if cells are untreated, treated with a drug or protein that induces the primed state, or treated with a drug or protein that disrupts the primed state. **B** Example flow cytometry density plots from NT5E stained WM989 cells after 5 days of their respective treatments. **C** Box plot of the log_10_ percent of WM989 cells in the primed state after 5 days in each treatment. All conditions have four biological replicates each with six technical replicates. *P* values were calculated using a two-sided *t*-test. The dotted line represents the mean log_10_ percent of primed cells (set at 2%) in the untreated condition. **D** Box plot of the log_10_ percent of WM983B cells in the primed state after 5 days of each treatment. All conditions have two biological replicates each with three technical replicates. *P* values were calculated using a two-sided *t*-test. The dotted line marks the mean log_10_ percent of primed cells (set at 10%) in the untreated condition. For the box plots in (**C**) and (**D**) the center line is the median, the box is the interquartile range (IQR), and the whiskers indicate 1.5 times the upper and lower IQR. All data points are shown.

Since TGFB1 was sufficient to induce the primed state, we next asked whether inhibiting TGF-β signaling could induce the drug-susceptible state. We treated WM989 cells with LY2109761, a targeted TGFBR1/2 inhibitor (TGFBRi), for 5 days. Unexpectedly, we found that the TGFBRi did not have a large impact on the percentage of cells in the primed state (Fig. 4C). To confirm the specificity of the inhibitor, we treated WM989 cells with both recombinant TGFB1 and TGFBRi and found that indeed the inhibitor was able to block the effects of TGFB1 (Fig. 4C). Overall, this suggests that TGF-β signaling is sufficient to increase the percentage of primed state cells, but is not necessary for maintaining the primed expression state.

Since inhibiting TGF-β signaling was not able to switch cells out of the primed state, we wondered whether other signaling pathways might be involved in maintaining the primed state. 

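Of the growth factor genes FGF1, VGF, BDNF, VEGFA, VEGFC and PDGFA, all 6 had a higher CPM in primed than in drug-susceptible WM989 cells of the barcoding experiment, in r1 and in r2. BDNF had the largest ratio of these genes, with 33.5 CPM in primed and 0.286 CPM in drug-susceptible cells (117). VEGFC had 79.9 and 1.94 CPM (a ratio of 41.1) and VEGFA 255 and 10.4 CPM (24.6). FGF1 had 31.1 and 2.11 CPM (14.7) and PDGFA 52.9 and 7.20 CPM (7.36). VGF was high in both states, at 1371 and 749 CPM, and its ratio was 1.44 in r1 and 2.37 in r2.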

We noted that several growth factors including *FGF1, VGF, BDNF, VEGFA, VEGFC*, and *PDGFA* were all upregulated in the primed state (Supplementary Data 2). Many of these growth factors have downstream PI3K activation as a common pathway^39^. We also noted that while the canonical TGF-β signaling has downstream SMAD family effectors^40^, non-canonical TGF-β signaling can activate PI3K^41,42^. Since these pathways converge on PI3K, we wondered whether blocking PI3K could eliminate the primed state by blocking both the effects of TGF-β signaling and other upregulated growth factors and receptors. To test this hypothesis, we treated WM989 and WM983B cells with a PI3K inhibitor (PI3Ki), GDC-0941, for 5 days and then performed flow cytometry looking at NT5E to quantify the percentage of cells in the primed state. Importantly, we selected the dose of 2µM for the PI3Ki as it has minimal effects on cell viability and growth rate and effectively blocks PI3K signaling (Supplementary Fig. 4A, B, E). We found that the PI3Ki decreased the percentage of cells in the primed state in WM989 and WM983B from 1.98 to 0.31% and 10.04 to 3.66% respectively (Fig. 4C, D). Furthermore, we tested whether the PI3Ki can block the effects of TGF-β signaling by simultaneously treating WM989 cells with TGFB1 and PI3Ki. Indeed, we found that the PI3Ki was able to block the increase in primed state cells seen when we treat with TGFB1 alone (Fig. 4C), suggesting that the TGFB1-mediated effects on priming melanoma cells is dependent on downstream PI3K activity.

Because PI3Ki was able to reduce the percentage of primed state cells, we wonder whether other ligands that can activate the PI3K pathway could induce the primed state^43–45^. We treated WM989 cells with EGF, BDNF, and IL6 for 5 days (Supplementary Fig. 4F) and found that none of these factors were able to induce the primed cell state as seen with TGFB1. Thus, we concluded that TGFB1 is a unique inducer of the primed state, potentially due to its ability to stimulate the PI3K and SMAD signaling pathway at the same time^46,47^.

Since TGFB1 and the PI3Ki were both able to change the percentage of cells in the primed state, we wondered how this is achieved at the single-cell level. Specifically, does TGFB1 force more cells to switch into the primed state? Conversely, does the PI3Ki force cells to exit the primed state? Based on our flow cytometry experiments, we can conclude that the percentage of the population is shifted by these treatments; however, changes in multiple different parameters could lead to this same effect. For instance, the result that TGFB1 increases the percentage of primed cells could be explained by (1) an increase in the growth rate of primed cells, (2) a selective killing of drug-susceptible cells, or (3) state switching from the drug-susceptible into the primed state. The opposite consideration is necessary with the finding that the PI3Ki decreases the percentage of primed cells. This result could be the effects of (1) an increase in growth rate in the drug-susceptible cells, (2) selective killing of primed cells, or (3) state switching from the primed into the drug-susceptible state.

To directly test how TGFB1 and PI3K shift the percentage of primed state cells, we used the fact that these cell states have memory to test the effects of these perturbations on cells in each state. Specifically, we transduced WM989 cells with the high-complexity transcribed barcode library and then allowed the cells to go through 7–8 doublings (as we expect the memory of these states to largely persist on this timescale, Supplementary Fig. 5A–C). We then split the cells into four separate plates and subjected each to a different condition (untreated, TGFB1, TGFBRi, and PI3Ki) (Fig. 5A). Since cells within the same lineages have very similar gene expression states due to memory, this allows us to approximate studying how the same cell will react to the different conditions. After 5 days, we harvested each sample and performed scRNA-seq and barcode-sequencing to capture the transcriptional state and barcode under each condition (Fig. 5A). 

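The treatment experiment comprised 8 scRNA-seq libraries, 2 replicates (r1 and r2) of each of 4 conditions. The sample labels name the replicates Mix and Primed, which can mean different starting populations, while the paper's methods describe parallel samples. Cells were left untreated or received TGFB1, TGFBRi at 4 µM or PI3Ki at 2 µM for 5 days. UMI counts on hg38 were made by the authors as in the first experiment. Cells were filtered on the same measures with other limits. Those kept had 2001 to 5999 genes and at most 25.0% mitochondrial reads. The table holds 40021 cells and 36601 genes. Libraries held 70239657 to 122420544 UMIs (median 81368739.5) in 3692 to 6273 cells. Untreated libraries had 78092973 and 80230769 UMIs, TGFB1-treated libraries 79933636 and 84821016. TGFBRi-treated libraries had 82506710 and 87395891 UMIs and PI3Ki-treated libraries 70239657 and 122420544. The median per cell was lowest in TGFBRi-treated r2, at 13013 UMIs, and highest in untreated r2, at 21720.5 UMIs. States are those of the authors' metadata. For tests between treatments the counts of all cells of a library were summed, so that n = 2 libraries per condition. The sums of the 8 libraries were fitted together with edgeR (TMM normalization, quasi-likelihood test, two-sided), with treatment and replicate as terms and 3 residual degrees of freedom. The replicate term follows the design, in which the cells of each replicate came from the same well before they were split over the plates. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and 18389 genes with enough counts were tested. Shares of cells are given per library without a test, and a model of the shares over all 8 libraries was not fitted. In simulated counts the same procedure recovered 99% of genes changed by 1 on the log2 scale and 32% of those changed by 0.5, and called 9 unchanged genes. The simulation gave every gene the same spread and no replicate effect, and drew the changed genes above a CPM limit. Recovery and false calls in the real counts can therefore differ.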

With this experimental design, each barcode is represented across all the conditions. Thus, we can see the effects of each treatment by comparing the gene expression of cells with a given barcode in one treatment to cells with the same barcode in the untreated condition.

**Fig. 5:**
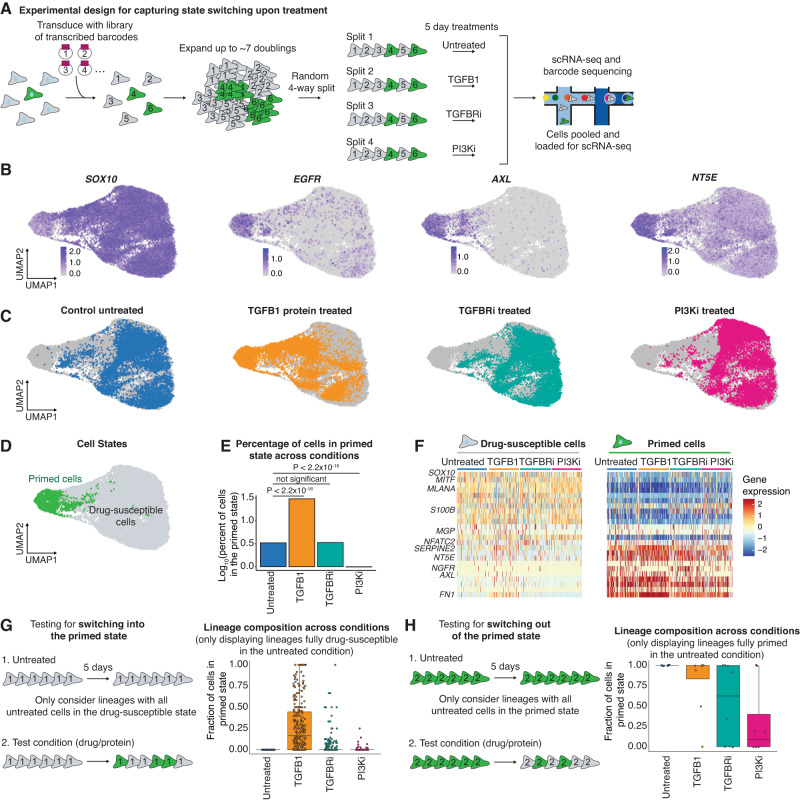
Treatment with TGFB1 induces the primed state and treatment with PI3K inhibitor induces the drug-susceptible state. **A** Schematic of the experimental design used to determine if treatments cause state switching. We transduced melanoma cells with barcodes, allowed them to divide ~7 times, and split them across four plates. Cells with the same barcodes serve as copies of each other. We used scRNA-seq with barcode sequencing to capture both the lineage and transcriptome of the cells at the endpoint. **B** UMAP plots of the log_10_ normalized gene expression of the drug-susceptible state marker *SOX10* and primed state markers *EGFR*, *AXL*, and *NT5E*. **C** UMAP plots highlighting cells in each condition relative to all the other sequenced cells (in gray). Cells in blue were untreated, cells in orange were treated with TGFB1, cells in teal were treated with TGFBRi, and cells in pink were treated with PI3Ki. **D** UMAP plot with primed cells labeled in green and drug-susceptible cells in gray. **E** Bar graph quantifying the log_10_ percent of primed cells in each condition based on the defined drug-susceptible and primed cell populations in (**D**) and the location of each treatment condition shown in (**C**). *P* values were calculated using Pearon’s Chi-squared test with Yates’ continuity correction. **F** Heatmaps of log_10_ normalized and scaled gene expression of drug-susceptible and primed cells in each treatment. **G** Schematic of lineage-based analysis to test for state switching into the primed state. Box plots show the fraction of cells in each lineage that are in the primed state. The lineages shown are exclusively those that were completely drug-susceptible in the untreated sample. **H** Schematic of lineage-based analysis to test for state switching into the drug-susceptible state. Box plots show the fraction of cells in each lineage that are in the primed state. The lineages shown are exclusively those that were completely primed in the untreated sample. For the box plots in (**G**) and (**H**), the center line is the median, the box is the IQR, and the whiskers indicate 1.5 times the upper and lower IQR. All data points are shown.

We analyzed a total of 40,021 cells across the four different samples and found similar transcriptional states distributed across UMAP space, as in previous experiments (Fig. 5B, Supplementary Fig. 6A). 

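The metadata class 4077 of the 40021 cells as primed. In untreated cells NT5E had 103 CPM in primed and 21.7 CPM in drug-susceptible cells. EGFR had 9.67 and 1.37 CPM and AXL 25.9 and 0.408 CPM. SOX10 had 70.0 CPM in primed and 136 CPM in drug-susceptible cells, and MITF 127 and 350.2 CPM. An NT5E UMI was found in 61.8% of the 259 untreated primed cells and 30.5% of the 7585 untreated drug-susceptible cells, at median depths of 13824 and 20065 UMIs. With cells thinned to 5000 UMIs and shallower cells left out, these shares were 36.1% of 255 and 9.49% of 7582 cells. Clusters computed anew gave the authors' state for 97.6% of the cells.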

To classify cells as primed or drug-susceptible, we selected Louvain clusters 4 and 10, as these clusters contained the majority of cells expressing the known primed state marker genes (Fig. 5D, Supplementary Fig. 6B, C). 

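Cluster 4 held 3270 cells and cluster 10 held 807 cells. A list of 10 primed markers had been fixed in advance, and all 10 had a higher CPM in cluster 4 than in the remaining cells. The same held for all 10 in cluster 10. COL1A1 and SPOCK1 were among the genes with the largest fold in cluster 4, and SRGN, NGFR and MTSS1 led in cluster 10. In TGFB1-treated cells of cluster 4, NT5E had 114 CPM, EGFR 17.0 CPM and AXL 42.8 CPM. SOX10 was at 29.95 CPM in these cells. Cluster 3, which is classed as drug-susceptible and holds 4007 cells, had 4 of the 10 primed markers above the remaining cells.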

Based on this classification, we see that TGFB1 increased the percent of cells in the primed state and that PI3Ki decreased the percent of cells in the primed state (Fig. 5C, E). 

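In untreated cells the primed share was 2.26% in r1 (95% interval 1.83 to 2.76%) and 4.47% in r2 (3.83 to 5.19%). With TGFB1 it was 29.1% (27.9 to 30.3%) and 31.3% (30.1 to 32.5%), which is 12.9 and 7.00 times the untreated share of the same replicate. With PI3Ki it was 0.647% (0.419 to 0.954%) and 1.21% (0.945 to 1.53%), so that the untreated share was 3.50 and 3.69 times as high. With TGFBRi it was 2.26% (1.87 to 2.70%) and 4.32% (3.83 to 4.85%), and the ratio to untreated cells was 0.997 and 0.967. Means over the replicates were 3.37% ± 1.56 untreated, 30.2% ± 1.55 with TGFB1, 3.29% ± 1.46 with TGFBRi and 0.929% ± 0.399 with PI3Ki (SD, n = 2 each). The SDs can include a difference in starting population, since the sample labels name the replicates Mix and Primed. Both TGFB1-treated libraries lay above both untreated libraries, and both PI3Ki-treated libraries lay below them. Clusters computed anew moved the untreated share the most, from 3.30% over both replicates to 5.09%. Of the primed cells, 98.2% and 97.1% were in cluster 4 with TGFB1 (r1 and r2), while 94.7% and 96.4% were in cluster 10 in untreated cells. Genes that lead cluster 4, such as COL1A1, were also higher with TGFB1. The class may therefore depend in part on a response to the treatment, which was not tested. The authors' primed score had a mean of 0.455 in TGFB1-treated and 0.457 in untreated primed cells, against 0.388 and 0.380 in drug-susceptible cells. Cluster 3 held 40.3% and 28.8% of TGFB1-treated cells and 1.35% and 1.60% of untreated cells.

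**Figure D2:**
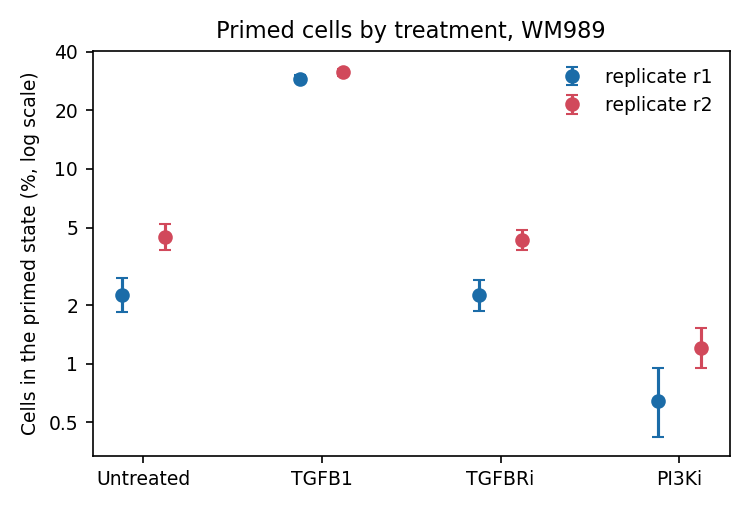
Percent of cells in the primed state (vertical axis, log scale) in each library of the 4 conditions, with exact 95% intervals. Both TGFB1-treated libraries lie above and both PI3Ki-treated libraries below the untreated library of the same replicate.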

Importantly, the primed cell state induced by treatment with TGFB1 was transcriptionally very similar to untreated cells in the primed state, and induced EMT and TGF-β signaling genes (Fig. 5F, Supplementary Fig. 6D, E). 

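For each gene the log2 ratio of primed to drug-susceptible CPM (with 1 CPM added) was computed in untreated and in TGFB1-treated cells, averaged over r1 and r2. Across 8843 genes with at least 10 CPM in some group, the ratios correlated with Pearson's r = 0.838 and Spearman's rho = 0.782. Genes are not independent replicates, so no p is given. The correlation moved the most without a filter on low values, to 0.738. Between r1 and r2 it was 0.893 in untreated and 0.981 in TGFB1-treated cells. Between untreated and TGFBRi-treated cells it was 0.924, and between untreated and PI3Ki-treated cells 0.778. In both conditions 678 genes differed more than 2-fold in the same direction and 3 in opposite directions. Over all cells of the libraries PMEPA1, a gene of the TGF-β response, rose from 4.78 (r1) and 6.34 CPM (r2) untreated to 382 and 363 CPM with TGFB1. Its log2 fold change was 6.08 (standard error 0.116, adjusted p = 9.2e-20 from edgeR's quasi-likelihood test) and it rose in both replicates. COL1A1, on chromosome 17 of hg38 from 50184101 to 50201632, rose by 5.06 on the log2 scale (standard error 0.124, adjusted p = 4.3e-18 from edgeR), in both replicates. FN1 rose from 129 to 2658 CPM, a log2 fold change of 4.42 that stayed between 4.08 and 4.73 with each library left out in turn. The EMT and TGF-β signaling gene sets of the paper were not used here.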

To explicitly test for differences, we performed differential gene expression to compare the TGFB1-induced and untreated primed state cells. 

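To compare the TGFB1-induced with the untreated primed state, counts were summed over the primed cells of each library, which lie mostly in cluster 4 with TGFB1 and in cluster 10 without. Of 10930 genes tested in libraries with at least 20 primed cells, 1454 differed between TGFB1-treated and untreated primed cells (679 higher and 775 lower with TGFB1; edgeR, adjusted p under 0.05). DESeq2 called 693 genes. Leaving out a library gave 584 genes without TGFB1-treated r1, 718 without TGFB1-treated r2, 763 without untreated r1 and 657 without untreated r2. NGFR had 98.8 ± 26.0 CPM in untreated and 10.3 ± 6.56 CPM in TGFB1-treated primed cells (SD, n = 2 each). The log2 fold change was -3.28 (standard error 0.166, adjusted p = 4.6e-19 from edgeR's quasi-likelihood test), with the same direction in both replicates. FGFR1 fell from 97.0 to 38.4 CPM, a log2 fold change of -1.35 (standard error 0.145, adjusted p = 1.4e-09 from edgeR). JUN fell from 73.4 to 46.9 CPM, a log2 fold change of -0.60 (adjusted p = 0.0076 from edgeR), a call that was lost under DESeq2. The JUN call was also lost without TGFB1-treated r1 (-0.71), TGFB1-treated r2 (-0.50) or untreated r1 (-0.27). FOSL1 was at 156 and 130.3 CPM, and its log2 fold change of -0.25 did not pass the threshold (adjusted p = 0.35 from edgeR). All 4 genes were lower with TGFB1 in both replicates. In untreated drug-susceptible cells NGFR was at 1.54 CPM, FGFR1 at 17.7 CPM, FOSL1 at 62.8 CPM and JUN at 2.79 CPM, below the TGFB1-treated primed cells for each gene.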

We found that some genes, including *NGFR*, *FGFR1*, *FOSL1*, and *JUN*, were induced by the TGFB1 treatment, but were not as highly expressed as in the untreated primed state cells (Fig. 5F, Supplementary Fig. 6F). This might be significant as *NGFR* expression has been linked to invasive properties of melanoma cells^48,49^. 

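In the same fit of primed cells FN1 rose from 3489 CPM in untreated to 9209 CPM in TGFB1-treated cells, a log2 fold change of 1.40 (standard error 0.129, adjusted p = 2.4e-11 from edgeR's quasi-likelihood test). For COL1A1 the change was from 48.5 to 181 CPM, or 1.95 on the log2 scale (standard error 0.159, adjusted p = 7.5e-13 from edgeR). VGF, on chromosome 7 of hg38 from 101162509 to 101165569, was lower with TGFB1, at 1613 ± 263 CPM in untreated and 305 ± 208 CPM in TGFB1-treated primed cells (SD, n = 2 each). Its log2 fold change was -2.57 (standard error 0.163, adjusted p = 3.9e-16 from edgeR). With each library left out in turn the value for VGF lay between -2.98 and -2.16. FN1 and COL1A1 were higher and VGF lower with TGFB1 in both replicates. Over all cells of the libraries VGF was at 1052 CPM untreated and 563 CPM with TGFB1. Of all genes past the threshold with a mean of at least 10 CPM, CST1 rose the most (5.29 on the log2 scale) and IL24 fell the most (-3.81), where CST1 and its paralog CST4 (4.47) can share reads.

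**Figure D3:**
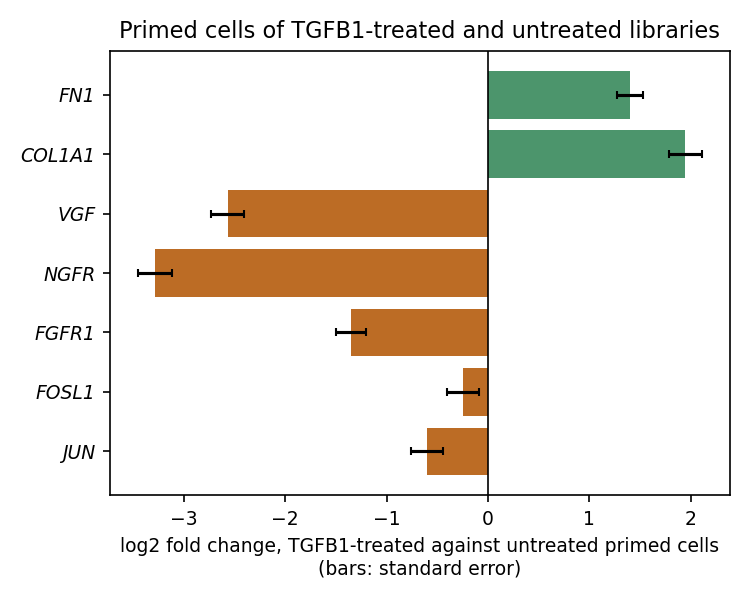
Log2 fold change of TGFB1-treated against untreated primed cells (horizontal axis) for 7 genes, with standard errors from edgeR. FN1 and COL1A1 lie above 0, and VGF, NGFR, FGFR1, FOSL1 and JUN below.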

We also noted that TGFB1 seemed to induce even higher expression for many of the primed state genes including *FN1*, *SERPINE1*, *COL1A1*, and *VGF* (Fig. 5F, Supplementary Fig. 6F). Some of these effects might result from the specific dose of TGFB1, which is unlikely to be the same as the amount of TGFB1 found endogenously. Overall, this analysis shows that TGFB1 and PI3Ki change the whole transcriptome of cells into the primed and drug-susceptible state respectively.

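Over all cells 5324 of 18389 genes differed between TGFB1-treated and untreated libraries (2990 higher and 2334 lower; edgeR, adjusted p under 0.05). The alternative that moved this count most was to sum only cells classed as drug-susceptible, which was chosen after seeing the data and gave 2665 genes. Leaving out TGFB1-treated r1 gave 3164 genes and leaving out untreated r2 gave 3515. With PI3Ki 2328 genes differed from untreated libraries (1072 higher and 1256 lower). That count depended on the libraries, with 719 genes without PI3Ki-treated r2, 879 without untreated r2, 1069 without PI3Ki-treated r1 and 1302 without untreated r1. It was 649 without the replicate term. AXL rose with TGFB1 by 3.72 on the log2 scale (standard error 0.156, adjusted p = 3.2e-14 from edgeR) and EGFR by 1.84 (adjusted p = 2.2e-11 from edgeR), each in both replicates. NT5E rose by 0.89 (adjusted p = 1.4e-08 from edgeR, both replicates), while in drug-susceptible cells alone, a choice that leaves out the primed cells, its change of -0.17 did not pass the threshold (adjusted p = 0.133 from edgeR). SOX10 changed by -0.17 (adjusted p = 0.0642 from edgeR), and it passed the threshold only in a fit of the 4 libraries compared (adjusted p = 0.00327 from edgeR). MITF changed by -0.46 (adjusted p = 2.2e-05 from edgeR), lower in both replicates. The calls of EGFR and MITF were lost in drug-susceptible cells alone, and that of NT5E also without the replicate term. With PI3Ki the log2 fold change was -2.51 for NGFR (adjusted p = 1.7e-10 from edgeR) and -2.23 for AXL (adjusted p = 2.3e-05 from edgeR), with both replicates lower. FN1 fell from 129 to 38.1 CPM with PI3Ki, and NT5E changed by -0.49 on the log2 scale (adjusted p = 4.5e-04 from edgeR). Without the replicate term the PI3Ki calls of NGFR and NT5E were lost, and in drug-susceptible cells alone that of AXL. SOX10 and MITF rose by 0.12 and 0.13 with PI3Ki and did not pass the threshold (adjusted p = 0.27 and 0.25 from edgeR).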

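The 773 genes higher in primed cells of the first experiment (Supplementary Data 2) had a median log2 fold change of 0.34 with TGFB1 (658 rose), and camera with a preset correlation of 0.01 gave an adjusted p = 8.3e-25. The 769 genes lower in primed cells had a median of -0.18 with TGFB1 (camera, adjusted p = 1.0e-18). With PI3Ki the medians were -0.12 for the first set (camera, adjusted p = 4.5e-09) and 0.02 for the second (camera, adjusted p = 0.138), so only the first passed. Under fry the same 3 sets passed, with adjusted p = 0.00239, 0.00348 and 0.0252, and with correlations estimated from the data no set passed (lowest adjusted p = 0.0972, camera). Summing only drug-susceptible cells moved the median of the first set with TGFB1 the most, to 0.14 over its 767 genes tested there. From its own analysis of the treated cells the paper concludes that TGFB1 and PI3Ki change the transcriptome of cells into the primed and the drug-susceptible state.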

Next, we integrated the barcoding data into the analysis to test for state switching at the single-cell level. Our data set included 19,740 lineages, each containing a minimum of 3 cells per lineage, with 49% of lineages represented across all four conditions. To test the hypothesis that TGFB1 causes cells to switch to the primed state, we first evaluated lineages where the untreated sample consisted solely of cells in the drug-susceptible state. Across each of these lineages, we quantified the fraction of primed cells in the other conditions and found that the matched set of lineages in the TGFB1-treated condition had a higher fraction of cells in the primed state (Fig. 5G, Supplementary Fig. 6G, H). Reassuringly, the TGFBRi and the PI3Ki only had minor increases in the percentage of primed state cells across these lineages. We next tested the opposite direction, switching from the primed state to the drug-susceptible state. We identified lineages in which the entire lineage was in the primed state in the untreated sample, 8 total. In the PI3Ki-treated sample, 6 out of these 8 lineages had cells that had switched out of the primed state (Fig. 5H, Supplementary Fig. 6G, H). Of note, 2 lineages did not respond to the PI3K. However, by analyzing all lineages, we find that 93% of lineages reduce their fraction of primed state cells when treated with PI3Ki (Supplementary Fig. 6G). Lineages that did not respond may require longer treatment with the PI3Ki to switch to the drug-sensitive gene expression state. Moreover, there were no systematic gene expression differences that explained the differences in responsiveness to PI3Ki (Supplementary Data 3). Taken together, these data show that TGFB1 and the PI3Ki can induce state switching and that the observed changes in the number of primed state cells are not due to other population dynamics.

To extend our analysis to include all of the lineage data, we developed a stochastic model of state switching between the drug-susceptible and primed states. Our model included different state-switching parameters (k_on_, k_off_), different growth rates, and different death rates in each cell state (Supplementary Fig. 6I). We used the model to simulate experimental data for different scenarios in which different parameters are changing. For instance, for TGFB1, the increase in primed state cells could be explained by three possible parameter changes, (1) an increase in k_on_ for the primed state, (2) an increase in primed cell proliferation rate, or (3) an increase in the death rate among drug-susceptible cells. To constrain the proliferation rate parameter in our model, we performed live-cell imaging to measure the direct effects of 5 days of TGFB1 and the PI3Ki on the proliferation rates of primed and drug-susceptible cells. Across conditions, we found that cells in the primed state proliferate more slowly compared to the drug-susceptible cells (Supplementary Fig. 6J). In addition, we found that treatment with either TGFB1 or the PI3Ki decreased growth rate by similar amounts in each population (Supplementary Fig. 6J).

Given these constraints on proliferation rates, we then ran one million simulations of the model varying each parameter and found that increasing the rate at which the cells switch into the primed state is the best fit for our data. In addition, this model suggests that drug-susceptible cells in lineages with a high proportion of cells already in the primed state are more easily switched into the primed state (See Supplementary Methods 1). We similarly considered possible parameter changes that could account for the decrease in primed state cells upon PI3Ki treatment. Given experimentally measured constraints on proliferation rates, we found that an increased rate of cells switching from the primed state to the drug-susceptible state was the best fit for our data (See Supplementary Methods 1). This model further validates our finding that the effect of TGFB1 and PI3Ki on the number of primed state cells in the population works through state switching.

Given that TGFB1 and PI3Ki are drivers of state switching, we hypothesized that these treatments would also impact drug resistance. We used a sequential dosing strategy in which we first pretreat cells for 5 days with a state modulator (e.g., TGFB1 or PI3Ki) followed by 4 weeks of BRAFi/MEKi to test for subsequent resistance (Fig. 6A). In this design, the pretreatment period is intended to induce state switching before the addition of targeted therapy. When we pretreated cells with TGFB1, we found that, although fewer total cells died, pretreatment with TGFB1 initially led to faster killing of the remaining drug-susceptible cells compared to cells treated with BRAFi/MEKi alone (Fig. 6B, C, Supplementary Fig. 7A). Furthermore, after 4 weeks of BRAFi/MEKi, we found that the pretreated TGFB1 sample had fewer resistant cells than the BRAFi/MEKi only sample. Given the potential for the pretreatment time window to affect cell growth, we normalized the resistant data by the number of cells present after pretreatment in each condition. With this normalization, we found that TGFB1 increased resistance by 2.8-fold compared to the control (Supplementary Fig. 7B, C). We also tested pretreating with TGFBRi and, consistent with its minimal effects on priming, we found that it did not change the amount of resistance (Fig. 6B–D).

**Fig. 6:**
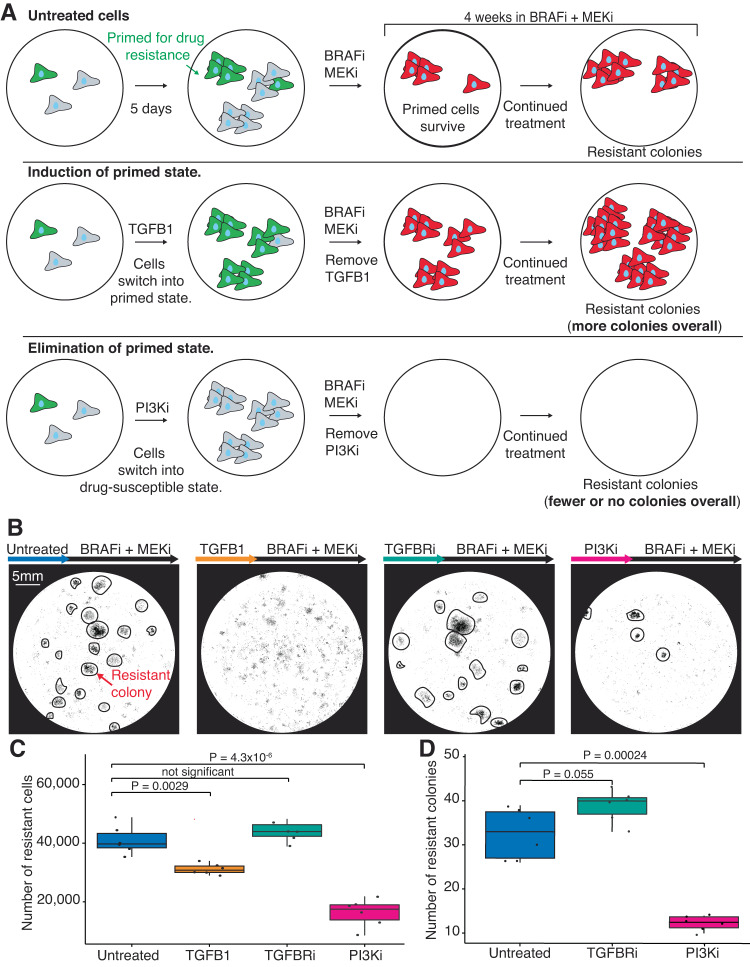
Decreasing the number of primed cells results in a decrease in resistance. **A** Schematic of the experimental design testing whether modulators of state switching affect the number of drug-resistant colonies (represented by red cells). In this experiment, we treated cells with the state-switching treatments for 5 days, removed the treatment, and then treated them with BRAFi/MEKi for 4 weeks. After 4 weeks we quantified drug resistance by counting the number of drug-resistant cells and the number of drug-resistant colonies. **B** Example images of fixed cells stained with DAPI for each condition after 5 days of pretreatment and 4 weeks of treatment with BRAFi/MEKi. Drug-resistant colonies are circled in black where readily identifiable. The scale bar in the first image represents 5 mm and applies to all images in the panel. **C** Box plot quantifying the number of drug-resistant cells from scans like those shown in panel (**B**) with six technical replicates. *P* values calculated using a two-sided *t*-test, *n* = 3 biological replicates. **D** Box plot quantifying the number of drug-resistant colonies (for each condition in which distinct colonies were visible) from images like those shown in panel (**B**) with six technical replicates. *P* values were calculated using a two-sided *t*-test, *n* = 3 biological replicates. For the box plots in (**C**) and (**D**) the center line is the median, the box is the IQR, and the whiskers indicate 1.5 times the upper and lower IQR. All data points are shown.

We then tested the more therapeutically relevant approach of pretreating with the PI3Ki to reduce the number of primed cells, followed by treating with BRAFi/MEKi. We found that pretreating with PI3Ki decreased the number of resistant colonies by 62% and the number of resistant cells by 57% compared to BRAFi/MEKi alone (Fig. 6C, D). We next performed the same normalization as described above for TGFB1. We found that with this normalization, PI3Ki pretreatment decreased the number of resistant cells by 36% (Supplementary Fig. 7B, C). Furthermore, treating cells with PI3Ki and targeted therapy at the same time was even more effective than pretreatment, nearly eliminating all resistance (Supplementary Fig. 7D, E). Although blocking the PI3K pathway at the same time as the MAPK pathway is effective at killing melanoma cells, it is toxic to patients which has forced clinical trials to use low doses of these drugs, thus limiting the effectiveness of this otherwise promising combination^50–52^. In sum, we find that by first converting primed cells to drug-susceptible cells through pretreatment with PI3Ki, we can reduce resistance to targeted therapy and potentially provide some of the benefits of combination therapy, while minimizing toxicity.

## Discussion

Here, we show that scMemorySeq is a powerful method for tracking gene expression memory in single cells. Our approach leverages the combination of scRNA-seq and cellular lineage barcoding to quantify memory of gene expression states in single-cell data. We applied this method to melanoma cells to track lineages as they switch states between a drug-susceptible state and a state primed for drug resistance. By analyzing the gene expression differences in lineages that switch states, we identified and tested TGF-β and PI3K as mediators of state switching at the single-cell level. Ultimately, we show that by manipulating state switching, we can reduce resistance to targeted therapy.

Broadly, it is intriguing that modulating signaling alone is sufficient to globally modify gene expression states in single cells and to affect their susceptibility to drugs. Here, PI3Ki is driving cells into a MAPK-dependent transcriptional state, sensitizing cells to MAPK inhibitors. Importantly, multiple papers have reported the use of PI3Ki to reduce resistance in melanoma^53–56^ and other studies have proposed leveraging cell state dynamics in therapy scheduling^57–59^. Distinguishing our use of a PI3Ki, here, we find that the PI3Ki can reduce drug resistance even when only applied briefly before the addition of targeted therapy. This approach may lay out a generalizable strategy for reducing drug resistance in which perturbing signaling can globally tune gene expression to achieve susceptibility to drugs. In such a strategy, modulating signaling pathways would be used before the addition of the main targeted therapy to drive heterogeneous populations of cells into a drug-susceptible state. This is in contrast to dosing with a combination of inhibitors at the same time, which is not always tolerated due to toxicity and side effects^60–62^.

Conceptually, the idea of leveraging the plasticity of cells to revert them into a drug-susceptible state to delay drug resistance has previously been described in the context of drug holidays^63^. In contrast to our approach, in which we actively drive cells into a drug-susceptible state, a drug holiday is a break from the drug to alleviate the selective pressure thus allowing the drug-resistant cells to switch back to a drug-susceptible state at their intrinsic rate. Given the previous success of drug holidays^63,64^, one strategy that we believe should be further explored is to use state-switching drugs during what would be the holiday period. With this approach, the switch to a drug-susceptible state would be accelerated during the drug holiday, leading to potentially even less resistance. Future work is still needed to model these different scenarios and to experimentally test the efficacy of such dosing strategies.

Extending scMemorySeq beyond state switching in melanoma, there are several biological contexts in which specific drugs or ligands could be shifting gene expression states and population dynamics simultaneously. This is particularly relevant in cancer where there is a growing body of literature describing considerable heterogeneity at the single-cell level that shows variable degrees of memory^26,65,66^. Here, we show that the scMemorySeq approach can provide a detailed systematic overview of these populations, and can also be used to test how closely related cells from the same lineage will react to different conditions. We believe that this approach is generalizable and could be used in other contexts to profile cell state transitions under different drugs, ligands, or environmental conditions. This is a growing area of interest as multiple recent studies showed that microenvironment and growth conditions of cancer cells can globally change both gene expression and sensitivity to drugs^66–68^.

In sum, we show how scMemorySeq uses cellular barcoding to reveal single-cell dynamics of drug resistance in melanoma. By tracking the memory of gene expression states we can identify stable cell populations as well as the factors that cause cells to change states. This approach can be widely applied to discover unknown dynamics in heterogeneous cell populations and to identify the key factors responsible for gene expression state changes in biological systems.

## Methods

### Ethics statement

This study complies with all relevant ethical and safety regulations. The PDX tissue was collected by the Weeraratna lab as part of a prior study^6^, further described in the section titled Mouse model tumor generation. All animal experiments were approved by the Institutional Animal Care and Use Committee (no. 112503X_0) and were performed in a facility accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care.

### Antibodies

Antibodies used in this included NGFR primary antibody (1:11, Biolegend, 345108), EGFR primary antibody (1:200 dilution, Fisher Scientific, Clone 225, MABF120MI), NT5E primary antibody (1:200, Biolegend, 344005), Alexa Fluor 488 Donkey Anti-Mouse secondary antibody (1:500, Jackson Labs, 715-545-151), Phospho-AKT Ser473 (1:1000, Cell Signaling Technology #4060), pan-AKT (1:1000, Cell Signaling Technology #9272), β-actin (1:1000, Santa Cruz Biotechnology #4778).

### Small molecule inhibitors and recombinant proteins

Vemurafenib (Selleckchem, S1267) was reconstituted at 4 mM in DMSO for the stock solution. Dabrafenib (Cayman, 16989-10) was reconstituted at 1.25mM in DMSO for the stock solution. Trametinib (Cayman, 16292-50) was reconstituted at 12.5 µM in DMSO for the stock solution. TGFB1 (R&D systems, 240-B-002) was reconstituted at 100 μg/mL in a 4mM hydrochloric acid, 1 mg/mL bovine serum albumin solution for the stock. PI3K inhibitor (GDC-0941, Cayman, 11600-10) was reconstituted at 10 mM in DMSO for the stock solution. TGFBRi (LY2109761, SML2051-5MG) was reconstituted at 40 mM in DMSO for the stock solution. IL6 (R&D systems, 206-IL-010) was reconstituted at 100 μg/mL in a 0.1% BSA PBS solution for the stock. EGF (R&D systems, 236-EG-200) was reconstituted at 200 μg/mL in PBS for the stock solution. BDNF (R&D systems, 206-IL-010) was reconstituted at 100 μg/mL in a 0.1% BSA PBS solution for the stock. EGF (R&D systems, 248-BDB-005) was reconstituted at 100 μg/mL in water for the stock solution.

### Cell lines and tissue culture

We used the following cell lines: WM989 A6-G3, which are a twice single-cell bottlenecked clone of the melanoma line WM989 (provided by the Meenhard Herlyn’s lab at the Wistar Institute), WM983B E9-D5, which are a twice single-cell bottlenecked clone of the melanoma line WM983B (provided by the Meenhard Herlyn’s lab at the Wistar Institute), and HEK293FT cells which we used for lentiviral packaging (provided by Arjun Raj’s lab at the University of Pennsylvania). We authenticated the identity of all cell lines by STR profiling and confirmed that they are all negative for mycoplasma. STR profiling and mycoplasma testing were performed by the Penn Genomic Analysis Core. We cultured WM989 A6-G3 and WM983B E9-D5 in TU2% (78.4% MCDB 153, 19.6% Leibovitz’s L-15, 2% FBS, 1.68 mM CaCl, 50 Units/mL penicillin, and 50µg/mL streptomycin). We cultured HEK293FT in DMEM 5% (95% DMEM high glucose with GlutaMAX, 5% FBS, 50 Units/mL penicillin, and 50 µg/mL streptomycin). We grew all cells at 37 °C and 5% CO_2_ and passaged them using 0.05% trypsin-EDTA.

### Barcode library

We used a high-complexity transcribed barcode library described in Emert et al. for our lineage barcodes^10^. The plasmid uses LRG2.1T as a backbone, but we replaced the U6 promoter and sgRNA insert with GFP followed by a 100 nucleotide semi-random barcode, expressed by an EFS promoter. The barcode is semi-random as it is made up of WSN repeats (W = A or T, S = G or C, N = any) to maximize barcode complexity. A detailed protocol on the barcode production process can be found in Emert et al., which also links to this protocol:

https://www.protocols.io/view/barcode-plasmid-library-cloning-4hggt3w.

The sequence of the plasmid can be found here:

https://benchling.com/s/seq-DAMUWPyU198hRSbpiecf?m=slm-GJ609ijArVWmkT8mk8zr.

### Lentiviral packaging

We grew HEK293FT to about 90% confluence in a 10cm dish containing 10 mL of media (see the section titled Cell lines and culture). To transfect cells with the lentiviral plasmid, we combined 500µl of OPTI-MEM with 80 µl of 1 mg/mL PEI in one tube. In a second tube, we combined 500µL of OPTI-MEM, 9 µg of the psPAX2 plasmid, 5.5 µg of the VSVG plasmid, and 8 µg of the barcode plasmid. We combined the contents of these two tubes and allowed the mixture to incubate at room temperature for 15 min. We then pipetted the solution dropwise into the plate of HEK293FT and incubated the cells at 37 °C for 7 h. Next, we removed the media, washed the plate once with DPBS, added 10 mL of fresh media, and then incubated the cells at 37 °C for ~12 h. We used fluorescence microscopy to confirm GFP expression in the cells and then applied a fresh 6 mL of media for virus collection. We incubated the cells at 37 °C for ~12 h and collected the media (this media contains the virus). We repeated the process of adding 6mL of media and collecting the virus every 12 h for a total of ~72 h. After the last collection, we filtered all the media containing the virus through a 0.2 µm filter to ensure no HEK293FT cells were left with the virus media. Finally, we made 1mL aliquots of the media containing the virus and stored them at −80 °C.

### Lentiviral transduction

When barcoding cells, we wanted to avoid multiple lineage barcodes per cell, and thus, we aimed to transduce ~20% of cells. To transduce the cells, we made a mixture of polybrene (4µg/mL final concentration), virus (concentration determined through titration experiments to achieve 20% infection), and cells at 150,000 cells/mL. Next, we put 2 mL of this mixture into each well of a 6-well plate and spun the plate at 600 RCF for 25 min. We then incubated the cells with the virus at 37 °C for 8 h. After the incubation, we removed the media containing the virus, washed each well with DBPS, and added 2mL of fresh media to each well. The next day, we transferred each well to its own 10 cm dish. We then gave the cells 2–3 days to start expressing the barcodes. We confirmed the presence of barcodes by GFP expression in the cells (cells express GFP along with the barcode).

### Fluorescence-activated cell sorting (FACS)

We dissociated cells into a single-cell suspension using trypsin-EDTA and washed them once with 0.1% BSA. To stain for EGFR and NGFR, we first stained with the EGFR antibody (see antibodies section) diluted 1:200 in 0.1% BSA for 1 h on ice. We then washed the cells twice with 0.1% BSA and stained them with the anti-mouse A488 secondary antibody at a 1:500 dilution in 0.1% BSA for 30 min on ice. Next, to stain for NGFR, we washed the cells once with 0.1% BSA and then resuspended them in a 1:11 dilution of the NGFR antibody directly conjugated to APC in 0.5% BSA 2 mM EDTA solution. We then incubated the cells on ice for 10 min. Finally, we washed the cells once with 0.5% BSA 2 mM EDTA, resuspended them in 1% BSA with DAPI, and kept the cells on ice until sorting.

To stain for NT5E, we resuspend the cells in a solution of NT5E antibody diluted 1:200 in 0.1% BSA and incubate them on ice for 30 min. We then washed the cells twice with 0.1% BSA, resuspended the cells in 1% BSA with DAPI, and kept them on ice until sorting.

For flow sorting, we followed the staining protocols above and then sorted the cells on a Beckman Coulter Moflo Astrios with a 100 µm nozzle using Summit software (Version 62). We used forward and side scatter to separate cells from debris and select singlets. We selected DAPI-negative cells to remove dead cells. To sort primed cells with EGFR and NGFR, we selected the top 0.2% of EGFR and NGFR-expressing cells. To sort primed cells with NT5E, we selected the top 2% of NT5E-expressing cells.

### Single-cell RNA sequencing

We used the 10x Genomics 3’ sequencing kits for all our scRNA-seq experiments. For the first scRNA-seq experiment, introduced in Fig. 1C, we sorted 1000 barcoded WM989 cells per well in a 96-well plate (one well of mixed cells and one of EGFR/NGFR-high cells) and allowed them to expand through 4–5 doublings. We then trypsinized one mixed well and one primed well and prepared as described in the Chromium Single Cell 3’ Reagent Kit V3 user guide. When loading cells on the microfluidic chip, we split both the primed and the mixed cells across 2 wells. After GEM generation, we continued to follow the Chromium Single Cell 3’ Reagent Kit V3 user guide to generate libraries.

For the second scRNA-seq experiment (data shown in Supplementary Fig. 2A, B), we sorted 1000 WM989 primed cells (based on NT5E expression) and 1000 mixed WM989 cells into one well of a 96-well plate, and 2000 WM989B cells into another well. We then allowed the cells to undergo 4 divisions, trypsinized them, and prepared the samples all the way through library generation as described in the Chromium Single Cell 3’ Reagent Kit V3.1 (Dual Index) user guide.

For the third scRNA-seq experiment, shown in Fig. 5A, we sorted 2000 barcoded WM989 cells into a single well of a 96-well plate. We waited for these cells to expand through 7–8 divisions, and then randomly split these cells across four separate plates. We waited one day for the cells to adhere to the plate, and then started treatments (one plate untreated, one plate 5 ng/mL TGFB1, one plate 4 µM LY2109761 (TGFBRi), and one plate 2µM GDC-0941 (PI3K inhibitor)). We incubated the cells in their respective treatments for 5 days. We carried the above steps with two samples in parallel as replicates. After 5 days, we trypsinized the cells and processed them all the way through library generation as described in the chromium Single cell 3’ Reagent kit V3.1 (Dual Index) user guide.

We sequenced all our single-cell libraries using a NextSeq 500 with the High Output Kit v2.5 (75 cycles, Illumina, 20024906). For samples sequenced with the Single Cell 3’ Reagent Kit V3 (single index), we used 8 reads for the index, 28 reads for read 1, and 49 reads for read 2. For samples sequenced with the Single Cell 3’ Reagent Kit V3.1 (dual index), we used 10 cycles for each index, 28 cycles for read 1, and 43 cycles for read 2.

### Lineage barcode recovery from scRNA-seq

To recover the lineage barcodes, we used an aliquot of the excess full-length cDNA generated in the 10x library protocol. Specifically, we selectively amplified reads containing the lineage barcode using primers that flank the 10x cell barcode and the end of the lineage barcode in our library (Supplementary Table 1)^69^. To perform the PCR, we combined 100ng of full-length cDNA per reaction, 0.5µM of each primer, and PCR master mix (NEB, M0543S). We used 12 cycles to amplify the cDNA using the following protocol: an initial 30 s denature step at 98 °C, then 98 °C for 10 s followed by 65 °C for 2 min repeated 12 times, and a 5-min final extension step at 65 °C. We then extract the amplified barcodes, which are ~1.3 kb, using SPRI beads (Beckman Coulter, B23317) for size selection (0.6X bead concentration). To sequence the barcode library, we used a NextSeq 500 with a Mid Output Kit v2.5 (150 cycles, Illumina, 20024904). We performed paired-end sequencing and used 28 cycles on read 1 to read the 10x barcode and UMI, 8 cycles on each index, and 123 cycles on read 2 to sequence the lineage barcode.

### gDNA barcode recovery

To sequence barcodes from gDNA, we trypsinized cells, pelleted them, and then extracted their gDNA using the QIAamp DNA Mini kit according to the manufacturer’s protocol (Qiagen, 56304). To amplify the barcodes, we performed PCR using primers with homology to each side of the barcode. The primers also contain the Illumina adapter sequence, and index sequences (see Supplementary Table 1 for primer sequences). To perform the PCR amplification, we used 500ng isolated gDNA, 0.5 µM of each primer, and PCR Master Mix (NEB, M0543S) for each reaction. We used 24 cycles to amplify the barcodes using the following protocol: an initial 30-s denature step at 98 °C, then 98 °C for 10 s followed by 65 °C for 40 s repeated 24 times, and a 5-min final extension step at 65 °C. After amplification, we used SPRI beads (Beckman Coulter, B23317) to select the amplified barcode product (expected length of ~350 bp). To isolate this fragment size, we performed a two-sided selection where we first selected with a 0.6× bead concentration and kept the supernatant (large gDNA fragments were on beads). We then select again using a 1.2× bead concentration keeping the material bound to the beads(small fragments such as the primers were in the supernatant). To sequence the barcode library, we used a NextSeq 500 with a Mid Output kit (150 cycles, Illumina, 20024904). We performed single-end sequencing and used 151 cycles on read 1 to read the lineage barcode and 8 cycles on each index.

### scRNA-seq analysis

We used the 10x Genomics Cell Ranger pipeline to generate FASTQ files (using the hg38 reference genome), to assemble the count matrix, and to aggregate replicate runs (without depth normalization). We also used the Cell Ranger feature barcode pipeline to integrate our lineage barcodes with the scRNA-seq data (more information in the section titled Combining single RNA sequencing and barcode data).

Once we generated the aggregated count matrices with incorporated barcode information, we analyzed the data using Seurat V3^70^. Using Seurat, we performed basic filtering of the data based on the number of unique genes detected per cell, both removing poorly sequenced cells (low number of genes), and data points likely to be doublets (high number of genes). We also filtered based on the percent of mitochondrial reads to eliminate low-quality or dying cells. If we saw batch effects between replicates, we used the Seurat scRNA-seq integration pipeline to remove them. When there were no batch effects, we used SCtransform to normalize the data before running PCA, clustering, and dimensionality reduction with UMAP. When plotting gene expression information, we did not use the SCtransform data, but rather separately log normalized the data. To generate single-cell signature scores for a gene set, we used the UCell package^71^. We selected the primed cell gene set by including all genes with a positive log_2_ fold change in our list of differentially expressed genes between primed and drug-susceptible cells (Supplementary Data 1).

### Combining scRNA-seq and barcode data

To identify the lineage barcodes from the sequencing data, we used a custom python script (available through GitHub here: https://github.com/SydShafferLab/BarcodeAnalysis) and the 10x Genomics Cell Ranger Feature Barcode pipeline. In this pipeline, we first identified lineage barcodes in the FASTQ files by searching for a known sequence at the beginning of all lineage barcodes. Once we identified all potential barcode sequences, we used the STARCODE^72^ to identify barcodes that were very similar to each other and replace them all with the most frequently detected sequence within the set of similar barcodes. We then put these modified barcode sequences back into the FASTQ file and generated a reference file containing all the edited barcode sequences. Next, we fed these edited FASTQ files and the reference file into the Cell Ranger pipeline and used the Feature Barcode analysis function to link lineage barcodes with the cell barcodes. This provided us with the lineage and gene expression information for cells where a barcode was identified.

Our initial steps identified barcodes by combining similar barcodes, but when we looked at this output we found that we could more stringently call real lineages using additional filtering steps. The code used to accomplish this can be found in the Assign a lineage to each cell section of the 10X1_r1_r2_Analysis_unorm_sctrans.Rmd script available on the Google Drive link in the Software and data availability section. In brief, we first eliminated lineages that appear across multiple samples, as such lineages are not possible. We then also removed lineages that are bigger than expected given the amount of time cells were given to proliferate. Finally, for cells that appeared to have more than one lineage barcode, we tested whether there are multiple cells with this same combination of barcodes and considered those cells to be in the same lineage.

### Validating primed cell markers

To test whether different proteins are markers of the primed cell state (NT5E, NGFR, EGFR), we stained live WM989 cells with an antibody for the marker of interest and then sorted the stained cells. Specifically, we sorted a mixed population of cells in one well, and a population of cells high in our marker of interest in another well (for sorting detail refer to the Fluorescence-Activated Cell Sorting section). We then allowed the cells to adhere to the plate for 24 h and then started treatment with 1µM vemurafenib for 3 weeks. After 3 weeks in vemurafenib, we counted the number of cells and drug-resistant colonies in each well to determine if the marker increased the number of cells that survive targeted therapy. The percentage of cells sorted in the primed condition was determined by sorting different percentages of high cells and treating them with targeted therapy to identify which percentages were resistant.

### ATAC-seq

We sorted 10,000 cell populations of EGFR/NGFR-High, EGFR-High, NGFR-High, and negative (for both markers) cells in triplicate as described in the FACS section of methods. Immediately after sorting, we performed OMNI-ATAC on each population of cells^73^. We used the Illumina Tagment DNA Enzyme for tagmentation (Illumina 20034197) for tagmentation and performed two-sided bead purification before sequencing. We performed paired-end, single-index sequencing on pooled libraries using a 75-cycle NextSeq 500/550 High Output Kit v2.5 (20024906) allotting 38 cycles to both read 1 and read 2 and 8 cycles to the sample indices.

### ATAC-seq alignment and analysis

We adapted the paired-end analysis pipeline from ref. ^74^ for alignment, processing, and peak calling. Briefly, we aligned reads to hg38 using bowtie2 v2.3.4.1, filtered out low-quality read alignments using samtools v1.1, removed duplicated reads with picard 1.96, and generated alignment files with inferred Tn5 insertions. To call peaks, we used MACS2 2.1.1.20160309. We then identified consensus peaks using the findConsensusPeakRegions function in the consensusSeekeR package in R as peaks seen in at least 3 replicates out of 12 total^75^. We then counted reads within these consensus regions for each sample and created a DESeq2 object which we used to perform PCA on consensus peaks^76^. We then plotted a row-scaled heatmap with ward.D2 clustering of the top 20,000 most variable peaks.

### Mouse model tumor generation

The PDX tissue was collected by the Weeraratna lab as part of a prior study^6^. Briefly, these melanoma tumors were generated by subcutaneously injecting 1 × 10^6^ WM989-A6-G3-Cas9-5a3 cells into 8-week-old NOD/SCID mice. The mice were fed AIN-76A chow, and the facilities were maintained between 21–23 °C, a humidity of 30–35%, and lights had a 12 h on/off cycle with lights on from 6:00 to 18:00. The tumor was collected when it measured ~1500 mm^3^. Tumor blocks were embedded in OCT, flash frozen, and stored at −80 °C.

### Tissue RNA FISH

To analyze *NT5E* and *SOX10* expression in mouse tumors, we used HCRv3.0 with probes targeting *NT5E* and *SOX10* ^25,77^. The probes and fluorescently labeled hairpins were purchased from Molecular Instruments (*NT5E* lot #: PRK825, *SOX10* lot #: PRK826). To perform HCR in tissue, we made slight modifications to published protocols^25,77^. First, we used cryostat sectioning to generate 6µm sections of the fresh frozen tumor. We placed these sections on charged slides and fixed them with 4% formaldehyde for 10 min. We then washed the slides twice with 1X PBS and stored them in ethanol.

To start HCR, we placed the slide in a slide staining tray and washed the slides twice with 5× SSC (sodium chloride sodium citrate). After removing the 5× SSC, we added 200 µl of hybridization buffer (30% formamide, 5× SSC, 9mM citric acid (pH 6.0), 0.1% Tween 20, 50 µg/mL heparin, 1X Denhardt’s solution, 10% dextran sulfate) which was pre-heated to 37 °C onto the tissue. We then incubated the slide for 10 min at 37 °C. All incubation steps in this protocol were done with the slide staining tray closed and with water at the bottom of the tray to prevent the sample from drying out. During this incubation period, we added 0.8 pmol of each probe pool (in this case *NT5E* and *SOX10*) to 200 µl of probe hybridization buffer pre-heated at 37 °C and kept the solution at 37 °C. After 10 min, we removed the hybridization buffer from the tissue and added 300 µl of hybridization buffer containing the probe pools. We placed a cover slip over the sample and incubated it for 12–16 h at 37 °C. After the incubation, we prepared the hairpins by putting 0.6 pmol of each hairpin into its own tube (to keep hairpin 1 and hairpin 2 separate), and then performed snap cooling by heating them to 95 °C for 90 s and then slowly cooled down to 25 °C over 30 min in a thermocycler. While the hairpins snap cooled, we added 300 µl of wash buffer (30% formamide, 5× SSC, 9mM citric acid (pH 6.0), 0.1% Tween 20, 50ug/mL heparin) to the slide to remove the cover slip. We then performed multiple wash steps with decreasing amounts of wash buffer in the solution. We first added 300 µl of 75% wash buffer, 25% 5× SSCT (5× SSC with 0.1% Tween 20), removed that and added 300 µl of 50% wash buffer, 50% 5× SSCT, removed that, and added 25% wash buffer, 75% 5X SSCT, and finally removed that and added 300 µl of 100% 5× SSCT. For each step of the wash, we left the slides in solution for 15 min at 37 °C. After the last wash, we removed the 5× SSCT and added 200 µl of room temperature amplification buffer (5× SSC, 0.1% Tween 20, 10% dextran sulfate) to the slide and incubated it at room temperature for 30 min. We then removed the amplification buffer and added the prepared hairpins mixed in 100 µl of amplification buffer to the slide, and added a cover slip. We incubated the slide in the staining tray at room temperature for 12–16 h. After incubating with the hairpins, we removed the coverslip and washed the slide off using successive 5× SSC washes. We put 300 µl of 5× SSC on the sample for 5 min, removed it, then added 5× SCC for 15 min, removed it, added 5× SSC for 15 min again, removed it, and finally added 5× SSC with DAPI for 5 min. After the washes, we mounted the slide using TrueVIEW (Vector labs, SP-8500-15), added a coverslip, and sealed it with nail polish.

### Flow cytometry

We dissociated cells from the plate using trypsin-EDTA into a single-cell suspension and washed once with 0.1% BSA. We then resuspended the cells in a 1:200 dilution of anti-NT5E antibody conjugated with APC and incubated them for 30 min on ice. Next, we washed the cells once with 0.1% BSA, once with 1% BSA, and then resuspended them in 1% BSA for analysis by flow cytometry. We used an Accuri C6 for our flow cytometry and quantified 10,000 events per sample. To analyze the data we used the R package flowCore^78^. In our analysis, we used forward and side scatter to identify cells, and used the FL4 channel (640nm excitation laser and 675/25 filter) to quantify cell surface levels of NT5E. To determine what percent of cells were primed, we set an intensity threshold where 2% of untreated cells would land above the threshold. We considered any cells above this threshold as primed.

### Drug-resistant colony experiments

We plated cells in six-well plates with 10,000 cells per well. After plating, we gave cells 24 h without treatment to adhere to the plate. We then initiated pretreatments and changed the media on the no-pretreatment controls. During the pretreatment period, we treated the cells with doses of the drug that had low toxicity and minimal effect on the proliferation rate of the cells (assay for determining the doses described in the Pretreatment growth effects section). We incubated cells in their respective pretreatment for 5 days. For experiments where we normalized for drug resistance, at this point 3 wells were fixed and the number of cells quantified to determine how many cells were present in each condition after pretreatment. We then aspirated the media and replaced it with media containing 250 nM dabrafenib and 2.5 nM trametinib. We maintained treatment with 250 nM dabrafenib and 2.5 nM trametinib for 4 weeks, changing the media every 3–4 days. After 4 weeks, we fixed the cells by aspirating off the media, washing the wells with DPBS, and treating them with 4% formaldehyde for 10 min. We then aspirated off the formaldehyde and washed twice with DBPS. Finally, we added 2 mL of DPBS to each well and stained the cells with DAPI. We then imaged the wells using a 10× objective on a fluorescence microscope (Nikon, Eclipse Ti2).

### Cell and colony counting

To determine how many cells were in wells after drug treatment, we used a custom pipeline called DeepTile (https://github.com/arjunrajlaboratory/DeepTile/tree/071e3e9fb27f50ce024fd5ece25e3a4b0071f771) to feed tiled images into DeepCell to generate nuclear masks^79,80^. To simplify the interface with DeepTile and DeepCell, as well as remove nuclei incorrectly called outside the well, we used a custom tool DeepCellHelper (https://github.com/SydShafferLab/DeepCellHelper). We then determined the number of cells per well by counting the number of masks per image. We also developed our own machine-learning approach to identifying nuclei called NucID which was 10X faster (https://github.com/gharmange/NucID). This was used for counting nuclei in the pretreatment normalization of drug resistance experiment. To identify colonies, we used a custom graphic user interface ColonySelector (https://github.com/SydShafferLab/ColonySelector) to circle individual colonies in each well and save a file containing which nucleus belongs to which colony. Using the output of the colony selecting software, we counted the number of colonies there were in each well.

### IncuCyte imaging and analysis

For time-lapse experiments on the IncuCyte S3 (Sartorius), we used a clonal population of WM989 cells tagged with H2B-GFP for nuclear tracking. We took 4× images with a 300 ms exposure for GFP every 12 h to track cell growth over time. We used the IncuCyte software to generate nuclear masks and exported csv tables containing the number of nuclei in each well at each time point. We analyzed this data in R.

### Pretreatment growth effects

To determine if our treatments were leading to state-specific changes in proliferation rates, we used a clonal WM989 H2B-GFP tagged cell line. To isolate drug-susceptible and primed cells, we sorted on NT5E and separated drug-susceptible and primed cells into separate wells. After 24 h to adhere to the plate, we added TGFB1, PI3Ki, or nothing to the media. We then imaged the cells according to the description in the Incucyte imaging and analysis section.

### Western blot analysis

WM989 melanoma cells were sorted either as mixed (all live cells) or as primed (top 2% of NT5E expressing cells). Cells were allowed to grow for 24 h before the initiation of treatment. PI3Ki treated cells had PI3Ki (2uM) put on them for 4 h before harvest. Starved cells had media without FBS. Cells treated with insulin growth factor (IGF) had 200 ng/ml IGF added to them 15 min before harvest. For combined treatment with PI3Ki and IGF, cells were treated with PI3Ki for 3 h and 35 min and then treated with PI3Ki and IGF for the last 15 min before harvest. Cells were harvested in RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.5% NP-40, 0.1% Sodium Deoxycholate, 0.1% SDS) containing Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, Cat. 78445) and centrifuged at 10,000 × *g* for 10 min at 4 °C. Protein concentrations were determined by the Pierce BCA protein assay kit (Thermo Fisher Scientific, Cat. 23225). Protein lysates (10–20 μg) were resolved by Tris-Glycine SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad, Cat. 162-0115, 0.45 mm pore size for all experiments). All membranes were incubated with the indicated primary antibodies overnight at 4 °C and were diluted in TBST (20 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tween-20) supplemented with 5% bovine serum albumin (BSA, Sigma-Aldrich, Cat. A7906). The following antibodies were used: Phospho-AKT Ser473 (1:1000, Cell Signaling Technology #4060), pan-AKT (1:1000, Cell Signaling Technology #9272), β-actin (1:1000, Santa Cruz Biotechnology #4778). Primary antibodies were detected with horseradish peroxidase-conjugated secondary antibodies followed by exposure to ECL reagents (Perkin Elmer, Cat. NEL105001EA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in Gene Expression Omnibus and is publicly available under accession code GSE237228. The publicly available data used in this study is available in the GEO database under accession code GSE115978, GSE77940^27^. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

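3 single-cell experiments and 1 chromatin experiment were analysed from the files that the authors deposited. The first experiment holds barcoded WM989 cells in 8 wells, the second WM983B cells in 1 library, and the third WM989 cells in 8 libraries of 4 treatments. The chromatin experiment holds ATAC-seq of WM989 cells in 4 sorts with 3 libraries each.

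For the single-cell experiments the authors deposited UMI counts per gene and cell, made with Cell Ranger on hg38 and aggregated without depth normalization. The version of Cell Ranger and its gene annotation were not given. The authors filtered cells in Seurat V3 on the number of genes and the percent of mitochondrial reads before deposit. Their metadata give each cell's library, replicate, cluster, state, cell cycle phase and number of lineage barcode UMIs, and these labels were used as they stand. For WM983B and the treatment experiment the authors also deposited UCell scores, which are rank-based gene set scores per cell. For ATAC-seq the authors deposited peak lists called by MACS2 in each library, after alignment with bowtie2 and processing with samtools and picard. In these lists the fold enrichment is a ratio over the local background as the authors' peak caller gave it. The −log10 of the q-value is the other measure of these deposited lists that was used here. No reads were reprocessed. Gene positions come from GENCODE annotation on hg38, matched by symbol.

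Counts were summed over the cells of a state or a library. In the first 2 experiments the sums were scaled to the same total to give CPM, and ratios of CPM were computed without a test, since cells are not replicates. Exact Poisson intervals of CPM and exact Clopper-Pearson intervals of percents at 95% cover counting error only. Where a count of 0 was found, its limit was set at 3 counts of the total. To compare the share of cells with a UMI, cells were thinned to 10000 UMIs in the first, 30000 in the second and 5000 in the third experiment, and 33 cells under the last number were left out. Cells were also clustered anew with 2000 variable genes, 30 principal components, 20 neighbours and resolution 0.5 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9. The score of the genes of Supplementary Data 1 and 2 follows UCell with the top 1500 ranks. These counts were not integrated across replicates.

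In the treatment experiment counts summed over all cells of a library were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr and libraries scaled by TMM, with factors between 0.941 and 1.05. The quasi-likelihood test was two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05, and terms for treatment and replicate left 3 residual degrees of freedom. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Primed cells were tested in the same way in libraries with at least 20 primed cells. DESeq2 1.42.0 was an alternative. Sets of genes were tested with camera and fry of limma 3.58.1, and their p-values were adjusted over the 6 tests of 2 sets and 3 treatments. The procedure was tested on simulated data with 200 changed genes among 18015. Peak lists were compared with bedtools 2.31.1.

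The sample labels name the replicates of the treatment experiment Mix and Primed, while the cell labels name them r1 and r2, and which is which was not settled. The names r1 and r2 take the place of the starting population in the design. The paper's methods split the cells of a well over the 4 plates, so replicate was a term of the model. Libraries of the same replicate deviated together, since the difference of r2 and r1 correlated across genes between every pair of treatments, with Pearson's r between 0.256 and 0.365.

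The genes named are those that the paper's results name for the experiment concerned. For each edgeR comparison they also include the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, changed the same way in both replicates, with a mean of at least 10 CPM over all 8 libraries of the treatment experiment that were in the fit. For comparisons without a test they include the 5 genes at each end of the CPM ratio among genes with at least 20 CPM in a group. CST1 and CST4 are paralogs of the cystatin family, so that the authors' counting can have split reads between them and their values are uncertain. Some of these rules use genes of the paper's tables, whose values had been seen.

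The tests, samples and alternatives were fixed before the data were examined, apart from the alternatives and tests that the text names as chosen later. The alternatives were other cell clusters, only barcoded cells, other thresholds of the score, DESeq2, no filter on low counts, no replicate term, fewer libraries, equal cell numbers, other pseudocounts and other peak lists. Lineage results were not computed, since the cell labels used hold no lineage name per cell. Results by sort of the first experiment were not computed, since the cell labels used do not name the sort. A gene that the paper names is not reported here, though totals over genes and tallies include it. Tumor sections, flow cytometry, patient data and the hallmark gene sets of the paper were not analysed here.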

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

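In this part the tests of free RNA, alone and with a minority of primed cells, the thinning of cells to test depth and the comparison of drug-susceptible cells alone were chosen only after the result was seen, and the tests of a shift of the score and of a minority of primed cells were written after the pattern was seen and before their own values were.

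Replicates r1 and r2 of the barcoding experiment differed in the genes that the paper's Supplementary Data 1 lists as higher in switching lineages, a difference the paper does not report. In drug-susceptible cells these 536 genes had a median log2 ratio of r2 to r1 of 0.51, and 492 of them were higher in r2. Random lists of as many genes matched on mean expression had medians between 0.17 and 0.25. In primed cells the median was 0.52, with 465 of 536 genes higher in r2. The 238 genes that fell in switching lineages went the other way, with a median of -0.32 in drug-susceptible cells. The study picked both lists from these same libraries. Depth of the cells was argued against, since thinning every cell to 10000 UMIs left 0 cells of r1 among those called intermediate. Median depths of drug-susceptible cells were also alike, at 53164.5 UMIs in r1 and 52393.5 in r2. A shift of the score in all cells of r2 is consistent with the data, as the median score of primed cells was higher in r2 by 0.0649 and that of drug-susceptible cells by 0.0661. Primed cells of r2 were deeper (median 82315 UMIs against 50467 in r1), and with thinned cells the difference between their scores was 0.0571. What made the replicates differ stays open. A difference between library batches and a difference between the cells of the replicates cannot be separated here, and neither was tested. Whether the switching lineages came in unequal numbers from r1 and r2 was not tested, since lineages are not analysed here. No biological explanation was tested.

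In cells classed as drug-susceptible 2665 genes differed between TGFB1-treated and untreated libraries (edgeR, adjusted p under 0.05; 1533 higher and 1132 lower), a comparison the paper does not report. Of these, 2336 were also called in the same direction over all cells. The 767 genes tested in this class that are higher in primed cells of the first experiment had a median log2 fold change of 0.14. A set of 353 genes higher in primed cells moved a median 5.83% (r1) and 5.47% (r2) of the way from the drug-susceptible to the primed level. For FN1 a minority of primed cells in the class was argued against as the whole cause. Its median over cells was 178 CPM with TGFB1 (197 in r1 and 165.0 in r2) and 0 CPM in untreated cells. Cluster 3 held 3801 treated and 115 untreated cells of the class, and outside it the FN1 median with TGFB1 was 93.0 CPM. The PMEPA1 median with TGFB1 was 56.0 CPM over the class and 0 CPM outside cluster 3. Outside cluster 3 the argument therefore rests on FN1. An FN1 UMI was found in 82.9% of treated and 33.1% of untreated drug-susceptible cells, though the treated cells were shallower, with median depths of 15274.5 and 20065 UMIs. Free RNA of primed cells as the whole cause would raise 17 genes that are low in drug-susceptible cells by about the same percent of the level of the whole library. Their percents instead ranged from 3.75 to 54.3 in r1, with an SD of 15.7 against 0.663 from counting error. The percents of r1 and r2 correlated across these genes with Pearson's r = 0.985, against 0.214 in simulated data with a common percent. A sum of free RNA and a minority of primed cells with the mean profile of the class was argued against too. The fitted share of primed cells was 0 in both replicates, so that this fit largely repeats the test of free RNA alone. With both shares fitted, the gains of these genes lay between 58.9 and 852% of the fitted gain in r1, with an SD of 247 against 11.9 from counting error, and in r2 the SD was 284 against 10.1. Cells of another profile in the class stay open. A response of drug-susceptible cells to TGFB1 is a candidate explanation, as a hypothesis found and tested on the same data.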

How the results depend on the processing

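The alternatives that sum only drug-susceptible cells, that call intermediate cells within each replicate and that thin cells before scoring were chosen after seeing the data. The others were planned.

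Primed shares depended on the clusters. With clusters computed anew the share was 5.09% in untreated, 5.53% in TGFBRi-treated and 1.44% in PI3Ki-treated cells, and the cause was not tested. The order of TGFB1 above and PI3Ki below untreated cells held under each alternative run for these shares. In WM983B the score difference was 0.0407 with the 100 genes of the largest fold change and 0.00566 with new clusters at a resolution of 1. In these clusters the primed class held other cells, and 349 cells with a mean z-score of 0.884 for primed markers were named drug-susceptible.

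Called within each replicate, 118 of the 194 intermediate cells came from r1, against 0 in the other settings run, which follows from taking the top 2% in each. With the top 5% called, the SOX10 ratio of intermediate to other drug-susceptible cells was 1.02 and so changed direction, and the cause was not tested.

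Counts of changed genes moved with the libraries used. For TGFB1 they lay between 3164 and 4161 with 1 library left out (3164 without TGFB1-treated r1, 4161 without TGFB1-treated r2, 3571 without untreated r1 and 3515 without untreated r2), and only drug-susceptible cells gave 2665. For TGFBRi they lay between 168 and 1146 (1146 without TGFBRi-treated r1, 377 without TGFBRi-treated r2, 285 without untreated r1 and 168 without untreated r2), and no filter on low counts gave 748. For PI3Ki they lay between 719 and 1302 (1069 without PI3Ki-treated r1, 719 without PI3Ki-treated r2, 1302 without untreated r1 and 879 without untreated r2), and a fit of only the 4 libraries compared gave 4193. Between TGFB1-treated and untreated primed cells they lay between 584 and 763 (584 without TGFB1-treated r1, 718 without TGFB1-treated r2, 763 without untreated r1 and 657 without untreated r2), and DESeq2 gave 693. A fit that leaves out a library assumes that the lone library of that treatment varies like the others. Without a filter the primed comparison called 1522 genes of which 59.8% were higher with TGFB1, against 46.7% with it, while the median log2 fold change of all its genes moved to 0.18. The causes of these changes were not tested.

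The replicate block is part of the model. With no replicate block 3599 genes differed with TGFB1, 40 with TGFBRi, 649 with PI3Ki and 1358 between primed cells, and all of those called with TGFB1, TGFBRi or PI3Ki, and 1338 of those between primed cells, were also called with the block in the same direction. Of the TGFBRi genes 27.5% were higher without the block and 42.9% with it. Among the calls lost without it were FOSL1, NT5E and VGF with TGFB1, FN1 and VGF with TGFBRi, and FOSL1, JUN, MMP1, NGFR and NT5E with PI3Ki. Under camera it changed no call of a gene set. Under fry the genes higher in primed cells passed with PI3Ki only in the main setting (adjusted p = 0.0252), with 0.0544 without the block and between 0.0831 and 0.163 with a library left out. Under fry, neither set passed with TGFB1 in drug-susceptible cells alone (adjusted p = 0.066 for both), and the genes lower in primed cells did not pass with TGFB1 without untreated r1 (0.0518). Those lower in primed cells passed with PI3Ki without PI3Ki-treated r1 (0.0309).

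For the genes examined by name, 12 of 15 calls with TGFB1, 5 of 7 with TGFBRi, 8 of 16 with PI3Ki and 16 of 19 between primed cells held under every alternative fixed in advance, and none of them reversed there. In drug-susceptible cells alone the log2 fold change of NT5E with TGFB1 was -0.17 and did not pass the threshold (adjusted p = 0.133 from edgeR, between 5.4e-31 and 0.112 under the other alternatives), where by construction the primed cells are left out. The call of FOSL1 with TGFB1 was lost without TGFB1-treated r1 (0.28). The call of FN1 with TGFBRi was lost without TGFBRi-treated r1 (-0.42) and without untreated r2 (-0.47). With PI3Ki, JUN was lost without PI3Ki-treated r2 (-0.66) or untreated r2 (-0.64), S100B without PI3Ki-treated r2 (0.30), and MLANA without PI3Ki-treated r2 (0.32), untreated r1 (0.38) or untreated r2 (0.38). Between primed cells, AXL and EGFR were lost under DESeq2. EGFR was also lost without TGFB1-treated r1 (0.97), TGFB1-treated r2 (0.78) or untreated r2 (0.54), and JUN as given beside its values.

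The genes lower in primed cells passed camera's threshold with PI3Ki only without PI3Ki-treated r1 (median log2 fold change 0.039, adjusted p = 0.00629 from camera over the 2 sets of that fit, where the others are adjusted over 6 tests). Their median log2 fold change lay between -0.0059 (without PI3Ki-treated r2) and 0.039 with a library left out. The other 5 set tests with camera's preset correlation stayed on the same side of the threshold under each alternative run. The correlation of primed to drug-susceptible ratios was 0.738 without a filter on low values, and between 0.775 and 0.844 with r1 or r2 left out.

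For ATAC-seq the difference in peak overlap lay between 0.0173 and 0.0317 with a replicate number left out. It no longer passed 0.05 without replicate 2 (0.0231, one-sided exact permutation p = 0.0571 of 105 splits). The libraries share only a replicate number, with a mean Jaccard index of 0.694 between sorts for the same number and 0.689 for other numbers. With labels permuted only within numbers (replicate block), the difference was 0.0249 (one-sided exact permutation p = 0.00174, the smallest that 576 permutations can give). Regions found in only the EGFR-high or only the NGFR-high sort numbered 3215, 623 with the 50000 highest-ranked peaks of each library, and between 4919 and 6190 with a library left out, where fewer libraries have to share a region by construction.

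Depth limits the shares of cells with a UMI, since a cell with no UMI can express the gene. Alternatives planned for lineage results and for primed shares by sort gave no value, since neither result was computed.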

Differences from the paper's values

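The paper states 7581 cells with barcodes in the barcoding experiment, and the cell labels list at least 1 barcode for 11870 cells. The count here is before any filter on barcodes and so covers a wider group than the paper's. No alternative set before the data were examined bears on it. The paper's text gives 575 genes as differing between switching and drug-susceptible lineages, at an adjusted p under 0.05 and a log fold change limit of 0.25. Its Supplementary Data 1 holds 118 genes that pass both limits, with the limit taken on the log2 scale of the table, and 774 that pass the adjusted p alone. The score here used the 536 of these 774 that rose. None of the alternatives set before the data were examined bears on this count.

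With the authors' own state labels the percent of primed cells in each of the 4 treatments, and the cell numbers of both WM989 experiments, equalled the paper's, which for the percents follows from using the same labels. With clusters computed anew the share was 5.09% in untreated cells, against the paper's 3.30%, and 5.53% in TGFBRi-treated cells, against the paper's 3.38%. With these clusters the share was 1.44% in PI3Ki-treated cells, against the paper's 0.985%, and 30.6% in TGFB1-treated cells, against the paper's 30.2%.

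The paper notes higher expression with TGFB1 than in untreated primed cells for many primed state genes, and FN1, COL1A1 and VGF are among its examples. Of these 3 genes, FN1 and COL1A1 were higher in TGFB1-treated primed cells here, with log2 fold changes of 1.40 and 1.95. VGF was lower, with a log2 fold change of -2.57 (edgeR's quasi-likelihood test, adjusted p = 3.9e-16) and lower in both replicates. Over all cells its log2 fold change with TGFB1 was -0.97. No setting that was run made VGF higher in TGFB1-treated primed cells.

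The paper describes NFATC2 and MGP as expressed in the intermediate state alone. Both genes were highest in intermediate cells here. Other drug-susceptible cells had 35.4 CPM of NFATC2 with a UMI in 67.5% of cells, and 17.0 CPM of MGP with a UMI in 20.4% of cells. The shares in primed cells were 11.2% and 3.52%. Free RNA can be part of these shares, and its amount was not measured. The 194 cells called intermediate here all came from r2, by a score without integration across replicates. They can therefore differ from the paper's intermediate cells. MGP and NFATC2 were among the genes with the largest fold in drug-susceptible cluster 4 (1202 cells), which held 40 of the called cells.

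The paper lists FOSL1 with NGFR, FGFR1 and JUN as lower in TGFB1-treated than in untreated primed cells. The direction was the same for all 4 genes, and FOSL1 passed the threshold in no setting that was run (log2 fold change -0.25, adjusted p = 0.35 from edgeR).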

Other observations

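In this part the tests of doublets, of free RNA of intermediate cells and of other splits of the ATAC-seq libraries were chosen only after the result was seen.

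The primed share differed between the 8 wells of the barcoding experiment, whose sorts are not known. In r1 it was 56.9% in well 1, 62.4% in well 2, 7.87% in well 3 and 6.85% in well 4. In r2 it was 79.7% in well 5, 76.9% in well 6, 9.17% in well 7 and 9.42% in well 8. At least 1 lineage barcode UMI was listed for 11870 of 12531 cells (94.7%), and 3 or more different barcodes for 6106 cells. In the treatment experiment 39244 of 40021 cells (98.1%) had at least 1 barcode and 29854 had 3 or more. These are counts before the paper's further filtering of barcodes.

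FN1 was higher in intermediate than in other drug-susceptible cells. Doublets of a drug-susceptible and a primed cell would move all abundant genes about the same percent of the way to their primed level. FN1 reached 9.00% of the way to the primed level, while 37 such genes outside Supplementary Data 1 reached a median of 3.16%, and 31 of them lay below FN1. The 12 genes lower in primed cells moved further, a median of 23.8% of the way to the primed level, and 3 of them lay below FN1. With all groups taken from r2 the medians were 1.51% and 12.7%, and FN1 reached 6.78%. The quartiles of the 2 sets did not overlap, at 0.593 to 6.48% and 9.88 to 28.3% over both replicates and 0.331 to 5.63% and 5.97 to 31.2% in r2. This argues against doublets as the whole cause, while some doublets among the called cells stay open. A shift of FN1 between replicates is part of the pooled ratio, since the ratio was 4.55 over both replicates and 3.42 within r2. Whether an intermediate state is the cause was not tested, since lineages are not analysed here.

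UMIs of NFATC2 and MGP were found in drug-susceptible cells not called intermediate. Free RNA of intermediate cells would reach primed cells of the same well too, and give them about as many UMIs per cell. In each of the 8 wells the other drug-susceptible cells had more UMIs per cell of both genes than primed cells. The 95% Poisson intervals did not overlap. Wells 1 to 4 held 0 called cells, so only wells 5 to 8 test this source. The lowest ratio was 3.47, for MGP in well 6 (0.217 and 0.0626 UMIs per cell), and the lowest for NFATC2 was 4.69, in well 7. This argues against free RNA of intermediate cells as the whole source, while some free RNA stays open. No biological explanation was tested.

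In the ATAC-seq libraries 3215 consensus regions had a peak in all 3 libraries of the EGFR-high or the NGFR-high sort and in none of the other, and 82.6% of them were NGFR-high. This share was 62.6% with the 50000 highest-ranked peaks of each library and 91.9% with peaks of a −log10 q of at least 5. Among the 10 splits of these 6 libraries, 1 split (the real one) gave as many regions, and the highest of the others gave 1349. With 10 splits chance cannot be excluded by this count, since the share of splits cannot fall under 0.1. Of the 2656 NGFR-high regions, 1160 had a peak in all 3 EGFR/NGFR-high libraries, and of the 559 EGFR-high regions 90 had.

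With TGFBRi 466 of 18389 genes differed from untreated libraries (200 higher and 266 lower; edgeR, adjusted p under 0.05), and the count was 40 without the replicate block. Among genes with a mean of at least 10 CPM over the libraries, the largest falls were those of ID3 (log2 fold change -2.97, from 43.0 to 5.51 CPM, adjusted p = 2.7e-15 from edgeR, lower in both replicates), PMEPA1 (-2.35) and ID1 (-2.14). The largest rises among these genes were those of BAALC (0.90), VGF (0.86) and FRZB (0.71). The genes higher in primed cells of the first experiment had a median log2 fold change of 0.00 with TGFBRi (camera, adjusted p = 0.959). Those lower in primed cells had a median of -0.01 (camera, adjusted p = 0.162).

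With PI3Ki and the same limit on the mean the largest rises were those of CST4 (2.60 on the log2 scale), CST1 (2.50) and ID3 (1.76), where CST4 and CST1 are paralogs that can share reads. The largest falls under this limit were those of STC1 (-3.07), MMP1 (-2.71) and COL1A1 (-2.48, from 1.35 to 0.242 CPM). Cluster 6, which is classed as drug-susceptible, held 28.6% (r1) and 19.6% (r2) of PI3Ki-treated cells and 3.11% and 1.06% of untreated cells. In drug-susceptible cells the 353 genes higher in primed cells moved by a median of -3.03% (r1) and -4.77% (r2) of the distance to the primed level with PI3Ki, and by 0.0533% and 0.257% with TGFBRi.

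The log2 fold changes of 2 treatments share their untreated libraries. Across 18389 genes Pearson's r was -0.12 between TGFB1 and PI3Ki, where simulated unchanged groups gave 0.518. It was 0.0721 between TGFB1 and TGFBRi (simulated 0.509) and 0.267 between TGFBRi and PI3Ki (simulated 0.522). Spearman's rho was 0.128, 0.0934 and 0.228 in the same order, so the sign for TGFB1 and PI3Ki depends on the measure. The simulated groups had no treatment effect, so their values are not a baseline where many genes changed. A value below them does not show opposed effects. Genes are not independent replicates, so no p is given.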
